# Apoptosis-resistant megakaryocytes produce large and hyperreactive platelets in response to radiation injury

**DOI:** 10.1186/s40779-023-00499-z

**Published:** 2023-12-19

**Authors:** Chang-Hong Du, Yi-Ding Wu, Ke Yang, Wei-Nian Liao, Li Ran, Chao-Nan Liu, Shu-Zhen Zhang, Kuan Yu, Jun Chen, Yong Quan, Mo Chen, Ming-Qiang Shen, Hong Tang, Shi-Lei Chen, Song Wang, Jing-Hong Zhao, Tian-Min Cheng, Jun-Ping Wang

**Keywords:** Radiation injury, Thrombocytopenia, Platelet size, Platelet hyperreactivity, Megakaryocytes (MKs)

## Abstract

**Background:**

The essential roles of platelets in thrombosis have been well recognized. Unexpectedly, thrombosis is prevalent during thrombocytopenia induced by cytotoxicity of biological, physical and chemical origins, which could be suffered by military personnel and civilians during chemical, biological, radioactive, and nuclear events. Especially, thrombosis is considered a major cause of mortality from radiation injury-induced thrombocytopenia, while the underlying pathogenic mechanism remains elusive.

**Methods:**

A mouse model of radiation injury-induced thrombocytopenia was built by exposing mice to a sublethal dose of ionizing radiation (IR). The phenotypic and functional changes of platelets and megakaryocytes (MKs) were determined by a comprehensive set of in vitro and in vivo assays, including flow cytometry, flow chamber, histopathology, Western blotting, and chromatin immunoprecipitation, in combination with transcriptomic analysis. The molecular mechanism was investigated both in vitro and in vivo, and was consolidated using MK-specific knockout mice. The translational potential was evaluated using a human MK cell line and several pharmacological inhibitors.

**Results:**

In contrast to primitive MKs, mature MKs (mMKs) are intrinsically programmed to be apoptosis-resistant through reprogramming the Bcl-xL-BAX/BAK axis. Interestingly, mMKs undergo minority mitochondrial outer membrane permeabilization (MOMP) post IR, resulting in the activation of the cyclic GMP-AMP synthase-stimulator of IFN genes (cGAS-STING) pathway via the release of mitochondrial DNA. The subsequent interferon-β (IFN-β) response in mMKs upregulates a GTPase guanylate-binding protein 2 (GBP2) to produce large and hyperreactive platelets that favor thrombosis. Further, we unmask that autophagy restrains minority MOMP in mMKs post IR.

**Conclusions:**

Our study identifies that megakaryocytic mitochondria-cGAS/STING-IFN-β-GBP2 axis serves as a fundamental checkpoint that instructs the size and function of platelets upon radiation injury and can be harnessed to treat platelet pathologies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40779-023-00499-z.

## Background

Thrombocytopenia, such as that occurrs in patients with inherited/acquired thrombocytopenia, microbial infection, radiotherapy, or chemotherapy [1], as well as in military personnel and civilians that have encountered chemical, biological, radioactive, and nuclear events [2], will significantly increase hemorrhagic risk. However, spontaneous hemorrhage does not always happen in mammals with thrombocytopenia [3]. Especially, in some cases such as ionizing radiation (IR) exposure [4–6], chemotherapy [7], and microbial infections including coronavirus disease 2019 [8], and gram-negative bacterial septicemia [9, 10], thrombocytopenia is unexpectedly associated with increased thrombotic risk, against the background of a hemorrhagic tendency. Meanwhile, thrombosis is increasingly being considered a major cause of mortality from thrombocytopenia [1], especially from that induced by radiation injury [6]. These lines of evidence imply that other yet to be defined factors such as the alteration of platelet function may be competent to maintain hemostasis or even favor thrombosis, unmasking which could open new opportunities to treat platelet disorders.

Platelets are produced by megakaryocytes (MKs) through a process termed thrombopoiesis [11]. The quantitative and qualitative properties of platelets are crucial determinants of their hemostatic capacity [12]. Albeit the regulatory mechanisms of platelet number and size have been elucidated separately, critical questions remain regarding the interplay of platelet number and size in hemostasis. An inverse relationship between platelet number and size in physiopathological conditions especially in thrombocytopenia has been frequently reported. It is generally thought that the increased thrombopoiesis evoked by thrombocytopenia generates young and large platelets [13]. However, this rule does not apply to some types of inherited or acquired thrombocytopenia as well as to increased thrombopoiesis following thrombopoietin (TPO) treatment [13, 14], implying that platelet size is not simply a reflection of platelet age but instead is tightly regulated during thrombopoiesis. Besides, platelet size is thought to be positively associated with platelet reactivity [15], inferring that platelet enlargement may be a compensation for the weakened hemostasis during thrombocytopenia. Unfortunately, the mechanisms that regulate platelet size and reactivity, especially in the context of thrombocytopenia are largely unknown.

In this study, using a mouse model of radiation injury-induced thrombocytopenia, we set out to explore the interplay of platelet number, size and reactivity as well as the underlying molecular basis. To evaluate the translational potential of this study, we also consolidated our findings by using a human MK cell line and several pharmacological inhibitors. This study provides novel insights into thrombopoiesis regulation, which has important implications for the pathogenesis and treatment of platelet disorders.

## Methods

### Animals

C57BL/6-Tg (Pf4-icre) Q3Rsko/J (*Pf4-Cre*) mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). B6;129-Tmem173^tm1(flox)Smoc^ (*Sting*^*fl*^) mice were purchased from Shanghai Model Organisms Center, Inc. (Shanghai, China). C57BL/6J-Ifnar1^em1(flox)Cya^ (*Ifnar1*^*fl*^) mice were purchased from Cyagen Biosciences (Guangzhou, China). *Sting*^*cko*^ and *Ifnar1*^*cko*^ mice were generated by crossing *Pf4-Cre* mice with *Sting*^*fl*^ mice and *Ifnar1*^*fl*^ mice, respectively. Male *Sting*^*cko*^ (*n* = 22) and *Ifnar1*^*cko*^ (*n* = 17) mice as well as age-matched (8–10 weeks of age) *Sting*^*fl*^ (*n* = 25) and *Ifnar1*^*fl*^ (*n* = 20) mice were used for experiments. These mice were randomly assigned to the control group and IR group (*n* = 4–5 for each group as indicated in the figure legends). GFP-LC3 transgenic mice were kindly provided by professor Dengqun Liu (University of Electronic Science and Technology of China, Sichuan, China). A total of 16 GFP-LC3 mice were randomly assigned to the control group and IR group (*n* = 4 for each group). Wild-type C57BL/6 mice were purchased from Beijing HFK Bioscience Co., Ltd. (Beijing, China). A total of 388 C57BL/6 mice were randomly assigned to the control group and IR group (*n* = 3–10 for each group as indicated in the figure legends). For ABT-737 (MedChem Express, Monmouth Junction, NJ, USA) treatment, C57BL/6 mice were randomly assigned to the ABT-737 group and vehicle group (*n* = 5–10 for each group as indicated in the figure legends), and were respectively administered with a dose of 30 mg/kg ABT-737 or an equal volume of vehicle by intraperitoneal injection immediately post IR. For hydroxychloroquine (HCQ; MedChem Express) treatment, C57BL/6 mice were randomly assigned to the HCQ group and vehicle group (*n* = 5–6 for each group as indicated in the figure legends), and were respectively administered with a dose of 20 mg/kg HCQ or an equal volume of vehicle by intraperitoneal injection immediately post IR. The mice were kept in a pathogen-free facility at the Army Medical University under consistent environmental conditions, including a humidity level of (50 ± 5)%, a temperature of (24 ± 1) °C, a 12 h light/dark cycle, and free access to food and water. Animal experiments performed were approved by the Animal Care Committee of the Army Medical University and conducted according to the institutional guidelines (AMUWEC2019092).

### Cells isolation and culture

Meg-01 cells were grown in suspension using RPMI 1640 medium supplemented with 10% fetal bovine serum (all Thermo Fisher Scientific, Carlsbad, CA, USA). For ABT-737, BAI1, interferon-β (IFN-β), or chloroquine (CQ) treatment, Meg-01 cultures were incubated with 20 μmol/L ABT-737 (MedChem Express), 2 μmol/L BAI1 (Selleck Chemicals, Houston, TX, USA), 10^3^ U/ml recombinant human IFN-β (PeproTech, Rocky Hill, NJ, USA), or 20 μmol/L CQ (MedChem Express), respectively. Meg-01 viability was determined using a Cell Counting Kit-8 (MedChem Express).

Human cord blood-derived MKs were cultured as we previously reported [16]. Human cord blood samples were collected from the newborn boys and informed consent was obtained from the mother. CD34^+^ cells were isolated using an EasySep™ Human CD34 Positive Selection Kit II (StemCell Technologies, Vancouver, BC, Canada) according to the manufacturer’s instructions. Then, CD34^+^ cells were seeded in a 24-well plate and cultured in serum-free medium (StemSpan SFEM; Stem Cell Technologies) supplemented with 1% penicillin/streptomycin and 20 ng/ml recombinant human TPO (Peprotech) to allow for differentiation into MKs. Half of the media volume was changed every 3 d. Once the culture reached > 90% confluency, cultured cells in a well were split into 2–3 wells. The cells at 7, 10 and 13 d post TPO addition are generally recognized as MK progenitors (MkPs), differentiating MKs and mature MKs (mMKs), respectively [16]. The study protocol was approved by the Ethics Committee of Xinqiao Hospital (2018-006-01), and the study was carried out in accordance with the Declaration of Helsinki.

### Irradiation

Mice and cells received a single dose of 5 Gy γ-ray (total body irradiation) in a unilateral radiation field in the ^60^Co γ-radiation facility (Irradiation Center, Army Medical University, Chongqing, China). The dose rate was 92.8–95.5 cGy/min. The mice and cells were irradiated at room temperature in well-ventilated acrylic plastic boxes and polystyrene tubes, respectively. The boxes and tubes were placed 1.02 m away from the center of the ^60^Co source and within the 95% isodose area in the irradiator to ensure uniform delivery to multiple samples. Control mice and cells were sham-irradiated in similar conditions. For dosimetry in the position of the mice and cells, a PTW UNIDOS webline dosimeter system (Model T10002-20905, PTW, Freiburg, Germany) was used, which stopped the irradiation when a pre-defined dose value was reached. The calibration was performed by the National Institute of Metrology (Beijing, China) and was traceable to national standards.

### Platelet isolation and activation

After anesthesia, mouse blood was collected from the inferior vena cava with anticoagulant acid-citrate dextrose (ACD, 65 mmol/L trisodium citrate, 70 mmol/L citric acid, 100 mmol/L dextrose, pH 6.5). For washed platelets, the whole blood was centrifuged at 100 g for 15 min to obtain platelet-rich plasma, which was then centrifuged at 1300 g for 5 min in the presence of 1 μmol/L prostaglandin E1. Platelets were resuspended in modified Tyrode’s buffer (137 mmol/L NaCl, 2.7 mmol/L KCl, 12 mmol/L NaHCO_3_, 0.4 mmol/L NaH_2_PO_4_, 5 mmol/L HEPES, 5.6 mmol/L glucose, 0.35% bovine serum albumin, pH 7.4) at a density of 2 × 10^8^ platelets/ml to test their reactivity as we previously reported [17]. Briefly, the washed platelets were stimulated with thrombin (0.05 U/ml) in the presence of 1 mmol/L CaCl_2_, and stained with anti P-selectin-PE (eBioscience) or anti-activated integrin GPIIb/IIIa (JON/A-PE; Emfret Analytics, Eibelstadt, Germany) and anti-CD41-APC (eBioscience) for 15 min at room temperature (25 ± 5) °C. The reactions were stopped by the addition of 400 μl modified Tyrode’s buffer and analyzed using a FACSverse flow cytometer within 30 min. Platelets were selected based on forward scatter (FSC) and side scatter characteristics and CD41^+^ platelets were selected for analysis. The antibodies used were listed in Additional file 1: Table S1.

### Platelet-like particles (PLPs) analysis

PLPs were isolated from Meg-01 cultures as previously reported [18]. Briefly, PLPs were isolated from Meg-01 cultures by centrifugation at 200 g for 15 min. The precipitates were discarded and the supernatant was centrifuged at 750 g for 15 min. Then, the supernatants were separated and further centrifuged at 1600 g for 15 min, and precipitates containing PLPs were obtained for size and reactivity analysis.

### Platelet index determination

To determine platelet indices, 20 μl peripheral blood was collected from the tail vein of mice and diluted in 180 μl 1% ethylenediamine tetraacetic acid (EDTA) solution. Platelet count, mean platelet volume (MPV), platelet-larger cell ratio and platelet size deviation width were analyzed automatically by a Sysmex XT-2000i hematology analyzer (Sysmex Corporation, Kobe, Japan).

### Ex vivo flow chamber assay

Whole blood from control mice was centrifuged at 100 g for 10 min to obtain platelet-free blood cells and platelet-rich plasma. Platelet-free plasma was obtained from platelet-rich plasma by a second centrifugation step (600 g, 10 min). Then, the platelet-free blood cells were washed and mixed with platelet-free plasma to prepare platelet-free whole blood. Washed platelets (1 × 10^9^) pooled from irradiated mice or control mice were added into the platelet-free whole blood of control mice as prepared above. Subsequently, a flow chamber assay was performed as we previously reported [17]. Briefly, blood was incubated with rhodamine-6G (50 μl 0.05% per ml blood; Sigma-Aldrich, St. Louis, MO, USA) for 10 min at 37 °C. The whole blood was then perfused over microcapillary glass tubes coated overnight with type I collagen (150 μg/ml) or bovine serum albumin (background control) at a controlled shear rate (1800 s^−1^) using a syringe pump for 3 min. Adherent platelets and aggregates in the tubes were washed and micrographs of adhered platelets were acquired using a fluorescent microscope. Flow chamber surface coverage by the thrombus was measured as the area of platelet adhesion on collagen using ImageJ.

### Platelet-monocyte aggregate (PMA) assay

To detect PMAs, ACD-whole blood was treated with 1 ml red cell lysis buffer and carefully washed with phosphate‐buffered saline (PBS). Then, cells were stained with monoclonal antibodies against CD45, CD115, Gr-1, and CD41 (all eBioscience) for 30 min on ice. The cells were washed and resuspended in a Flow Cytometry Staining Buffer and run on a FACSverse flow cytometer. Viable cells were selected based on FSC and side scatter characteristics, and CD45^+^ leukocytes were selected for further analysis. PMAs were identified as CD115^+^Gr-1^high^ (Ly6-C^high^) and CD41^+^. The antibodies used were listed in Additional file 1: Table S1.

### Platelet-derived microparticle (PMP) detection

PMPs were detected as we previously reported [17]. Briefly, platelet-free plasma was prepared using serial centrifugations, diluted with annexin V binding buffer and incubated with antibodies to annexin V and CD41 (all eBioscience). PMPs were identified as particles that were less than 1 µm in size and stained positive for CD41. Activated PMPs were identified as PMPs that stained positive for annexin V. The antibodies used were listed in Additional file 1: Table S1.

### Platelet age analysis

ACD-whole blood (1 μl) was diluted in 10 μl modified Tyrode’s buffer. Then, 50 μl thiazole orange (Sigma-Aldrich) staining solution (0.1 mg/ml in modified Tyrode’s buffer) was added in the presence of an anti-CD41 antibody. Reactions were incubated in the dark at room temperature for 15 min. The antibodies used were listed in Additional file 1: Table S1.

### Mouse mMKs isolation

Bone marrow cells (BMCs) were flushed from the femur and tibia, and red blood cells were lysed using a red cell lysis buffer. Mouse mMKs were obtained by continuously enriching CD41^+^ cells and CD42d^+^ cells using an EasySep™ Release Mouse Biotin Positive Selection Kit and an EasySep™ Release Mouse Phycoerythrin Positive Selection Kit (all StemCell Technologies) with biotin-labeled anti-CD41 and Phycoerythrin-labeled anti-CD42d antibodies according to the manufacturer’s instructions. The antibodies used were listed in Additional file 1: Table S1.

### Microarray

RNA was extracted from sorted mMKs using a TRIzol Plus reagent (TaKaRa, Shiga, Japan). RNA quality and quantity were examined by an Agilent 4200 TapeStation System. cDNA was synthesized using a cDNA synthesis kit (Affymetrix, Inc., Santa Clara, CA, USA) and labeled using a GeneChip® WT PLUS Reagent Kit (Affymetrix, Inc.). Then, the labeled cDNA was hybridized to the mouse Gene chip at 45 °C for 16 h. After washing with wash solution A, wash solution B and deionized water, the Gene chip was stained with Cocktail 1 and Cocktail 2. The GeneChip® Scanner 3000 7G (Affymetrix Inc.) and the AGCC Scan Control software (Affymetrix Inc.) were used for data analysis. Microarray hybridization was carried out by Shanghai GMINIX Biotech Limited Company (Shanghai, China) using the GeneChip® Mouse Gene 1.0 ST Array (Affymetrix Inc.). Gene set enrichment analysis was performed using Molecular Signatures Database v.2022.1 (http://software.broadinstitute.org/gsea/msigdb).

### Flow cytometry

BMCs were flushed from the femur and tibia and red blood cells were lysed using a red cell lysis buffer (StemCell Technologies). For hematopoietic cell phenotypic analysis, a lineage cocktail was used, including CD3, CD11b, Gr-1, B220 and Ter-119 (eBioscience, San Diego, CA, USA). Mouse MkP (Lineage^−^Sca1^−^c-Kit^+^CD41^+^CD150^+^), mMK (CD41^+^CD42d^+^), macrophage (CD45^+^CD80^+^CD11b^+^), and dendritic cell (DC, CD45^+^CD11c^+^) were analyzed using monoclonal antibodies as indicated. Cells were sorted using a FACSAria III or analyzed using a FACSverse flow cytometer (all BD Biosciences, San Jose, CA, USA). Data analysis was performed using FlowJo software (Treestar Inc., San Carlos, CA, USA). The expression of intracellular phosphorylated protein was detected as we previously reported [19]. Briefly, pre-stained BMCs were first fixed with an Intracellular Fixation Buffer (eBioscience) at room temperature for 20 min. Then, the cells were resuspended with 1 ml ice-cold methanol and incubated on ice for 30 min. After carefully washing, the cells were resuspended with Flow Cytometry Staining Buffer (eBioscience) in the presence of anti-p-TANK-binding kinase 1 (TBK1), anti-p-interferon regulatory factor 3 (IRF3) (all Cell Signaling Technology) or anti-p-signal transducer and activator of transcription 1 (STAT1) (Biolegend, San Diego, CA, USA) for another 30 min at room temperature, followed by flow cytometric analysis. To detect cytoplasmic protein expression, pre-stained BMCs were fixed with Intracellular Fixation buffer (eBioscience) at room temperature for 30 min and subsequently permeabilized with a permeabilization buffer (eBioscience) in the presence of anti-active caspase-3 (Cell Signaling Technology), anti-Bcl-xL, anti-MCL1, anti-BAX, anti-BAK, anti-guanylate-binding protein 2 (GBP2) antibodies (all Thermo Fisher Scientific), anti-cytochrome C (Cyt-C) (Biolegend), or anti-IFN-β (Abcam) at room temperature for another 30 min. Finally, the cells were stained with fluorescent dye conjugated secondary antibodies (Thermo Fisher Scientific) and analyzed by flow cytometry. The antibodies used were listed in Additional file 1: Table S1.

### Apoptosis analysis

Apoptosis analysis was performed using an Annexin V-eFluor 450 Apoptosis Detection Kit (eBioscience). Pre-stained BMCs were resuspended in a suitable volume of 1 × Binding Buffer. Then, Annexin V-eFluor 450 antibody was added and incubated for 10 min at room temperature. After washing with 1 × Binding Buffer, 7-amino-actinomycin D staining solution was added and the cells were immediately analyzed by flow cytometry. The antibodies used were listed in Additional file 1: Table S1.

### Mitochondrial membrane potential (MMP) analysis

The MMP of MKs was analyzed using a tetramethylrhodamine ethyl ester dye (Thermo Fisher Scientific) according to the manufacturer’s instructions. Briefly, pre-stained BMCs were suspended in 1 ml prewarmed (37 °C) Flow Cytometry Staining Buffer with 100 nmol/L tetramethylrhodamine ethyl ester, together with 50 μmol/L verapamil (Sigma-Aldrich). After being incubated at 37 °C for 30 min, cells were washed twice and immediately analyzed by a FACSverse flow cytometer. To induce complete MMP collapse, pre-stained BMCs were treated with 50 μmol/L carbonyl cyanide m-chlorophenylhydrazine (Thermo Fisher Scientific) for 5 min.

### Mitochondrial Cyt-C determination

BMCs were stained with indicated surface markers and carefully washed. One milliliter of Foxp3 Fixation/Permeabilization working solution (eBioscience) was added to the resuspended cells and incubated at room temperature for 30 min. Then, the cells were permeabilized with Permeabilization buffer in the presence of anti-Cyt-C (Biolegend) at room temperature for 30 min, followed by flow cytometric analysis with a FACSverse flow cytometer. The antibodies used were listed in Additional file 1: Table S1.

### Cytosolic mitochondrial DNA (mtDNA) measurement

Meg-01 cells were resuspended in 170 μl of digitonin buffer containing 150 mmol/L NaCl, 50 mmol/L HEPES (pH 7.4), and 25 µg/ml digitonin (Sigma-Aldrich). The homogenates were incubated on a rotator for 10 min at room temperature, followed by centrifugation at 16,000 g for 25 min at 4 °C. Then, the supernatant was used for quantitative polymerase chain reaction (qPCR) to detect cytosolic mtDNA and nuclear DNA (nDNA). The pellet was resuspended in 340 μl of lysis buffer containing 5 mmol/L EDTA and proteinase K (Sigma-Aldrich) and incubated at 55 °C overnight. The digested pellet was diluted with water and heated at 95 °C for 20 min to inactivate proteinase K, and the sample was used for qPCR to detect total mtDNA and nDNA. The cytosolic mtDNA/nDNA in the supernatant was normalized to the total mtDNA/nDNA in the pellet for each sample. The primer sequences used were listed in Additional file 1: Table S2.

### RNA interference

RNA interference was conducted as we previously reported [16]. Briefly, Meg-01 cells were washed with ice-cold PBS and approximately 5 × 10^6^ cells were resuspended in 0.5 ml of Opti-MEM® Medium (Thermo Fisher Scientific), mixed with 20 nmol siRNA of cyclic GMP-AMP synthase (cGAS), stimulator of IFN genes (STING), IFN‐α/β receptor 1 and GBP2 (all Genepharma, Shanghai, China). Then, cells were electroporated at 0.3 kV and 500 μF using a Bio-Rad Gene Pulser Xcell electroporation system (Bio-Rad). Twenty-four hours post electroporation, cells were exposed to IR or treated with IFN-β. The siRNA sequences used are listed in Additional file 1: Table S3.

### Cell transfection

To detect autophagy in vitro, Meg-01 cells were transfected with HBLV-mCherry-GFP-LC3-PURO lentivirus (Hanbio Biotechnology Co. Ltd, Shanghai, China) as we previously reported [20]. Cells were infected with lentivirus at a multiplicity of infection of 20 in the presence of 8 µg/ml polybrene. mCherry-GFP-LC3 expression was validated by fluorescence microscope 48 h post-transduction and 4 μg/ml puromycin was added to select cells with stable mCherry-GFP-LC3 expression.

### Flag-cGAS cloning and chromatin immunoprecipitation

The identity of cGAS-bound DNA was determined as we previously reported [19]. Briefly, 3 × Flag-tagged human cGAS was sub-cloned into a pCDH-CMV-MCS-EF1-GFP + Puro lentiviral vector (Genecreate, Wuhan, China) and Meg-01 cells were stably transfected with this virus. At 1 day post IR (dpi), the stably-transfected Meg-01 cells were fixed with 1% formaldehyde (Sigma-Aldrich) for 10 min. After washing three times with ice-cold PBS, the cells were disrupted by sodium dodecyl sulfate lysis buffer (Millipore, Billerica, MA, USA) and divided into two aliquots. Then, the cross-linked protein/DNA in one aliquot was immunoprecipitated using an anti-FLAG M2 antibody (Sigma-Aldrich). The purified DNA from whole-cell extracts and immunoprecipitated DNA were examined by qPCR using a GoTaq qPCR Master Mix (Promega) on a CFX96 Real-Time system (Bio-Rad). The DNA abundance of whole-cell extracts served as a normalization control for the immunoprecipitated DNA abundance. The antibody and primer sequences used were listed in Additional file 1: Tables S1, S2.

### ELISA

Bone marrow extracellular fluid was collected as we previously reported [21]. IFN-β levels in bone marrow extracellular fluid were measured in duplicate using a mouse IFN-β ELISA Kit (R&D Systems, Minneapolis, MN, USA) according to the manufacturer’s instructions. The optical density was measured using a Tecan Infinite 200® PRO microplate reader.

### Western blotting

Cells were homogenized in radio-immunoprecipitation assay buffer supplemented with Pierce™ EDTA-free Protease Inhibitor Tablets and Pierce™ Phosphatase Inhibitor Mini Tablets (all Thermo Fisher Scientific) for 30 min at 4 °C, and then centrifuged at 10,000 g for 15 min at 4 °C. The protein concentrations were determined by a bicinchoninic acid Protein Concentration Determination Kit (Thermo Fisher Scientific). The proteins were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis. Protein expression was determined using anti-p-STAT1, anti-STAT1, anti-TBK1, anti-IRF3, anti-p-TBK1, anti-p-IRF3, anti-GAPDH (all Cell Signaling Technology), anti-IFN-β, or anti-GBP2 (all Abcam, Cambridge, UK) antibodies at 4 °C overnight. Finally, membranes were incubated with appropriate secondary antibodies (Abcam) and scanned by a Bio-Rad ChemiDoc MP imager (Bio-Rad). The antibodies used were listed in Additional file 1: Table S1.

### qPCR

RNA was extracted using a TRIzol Plus reagent (TaKaRa). Then, mRNA was treated at 42 °C for 2 min with gDNA Eraser (TaKaRa), and reverse-transcribed into cDNA using a PrimeScript™ RT reagent Kit (TaKaRa) according to the manufacturer’s instructions. The mRNA expression of indicated genes was determined using a GoTaq® qPCR Master Mix (Promega, Madison, WI, USA) on a CFX96™ Real-Time system (Bio-Rad, Hercules, CA, USA). Data was normalized relative to GAPDH. The primer sequences used were listed in Additional file 1: Table S4.

### Immunofluorescence

Femurs were fixed in 4% formaldehyde and then decalcified in 10% EDTA-PBS buffer. After being embedded in paraffin, the prepared samples were cut into 5-μm-thick sections. Meg-01 cells were spun onto poly-L-lysine coating slides, fixed with 4% paraformaldehyde at room temperature for 10 min. For immunostaining, antigen retrieval was achieved by boiling in citrate buffer (Santa Cruz Biotechnology, Santa Cruz, CA, USA) above 95 °C for 30 min. Then, sections were blocked with goat serum (Santa Cruz Biotechnology) for 40 min at room temperature. After permeabilization with 0.25% Triton X-100 (Santa Cruz Biotechnology) for 10 min and blockade with goat serum for 40 min at room temperature, the slides were stained for p-STAT1, p-TBK1, p-IRF3 (all Cell Signaling Technology), and IFN-β (Abcam) antibodies at 4 °C overnight. To detect the colocalization of cGAS with DNA, the sections were stained for cGAS (Abcam) and DNA (Millipore) antibodies; Meg-01 cells were stained for cGAS (Santa Cruz Biotechnology) and DNA (Millipore) antibodies at 4 °C overnight. To detect autophagic clearance of mitochondria, the slides were stained for LC3 (Novus Biologicals) and TOM20 (Santa Cruz Biotechnology) antibodies. Then, the sections were stained with appropriate fluorescent dye conjugated secondary antibodies (Thermo Fisher Scientific). Finally, the sections were counterstained with 4′,6-diamidino-2-phenylindole and photographed under a Zeiss LSM780 NLO confocal microscope (Carl Zeiss, Jena, Germany). The antibodies used were listed in Additional file 1: Table S1.

### Statistical analysis

Statistical analysis was performed using Prism v9.3.1 (GraphPad Software, La Jolla, CA, USA). All results are presented as mean ± standard deviation. *n* represents the mouse number analyzed in each experiment, as described in the figure legends. Comparisons between the two groups were determined by a two-tailed unpaired Student’s *t*-test. Three groups were compared by a one-way analysis of variance followed by a Tukey–Kramer post hoc analysis. Kaplan–Meier curves and Log-rank tests were used for survival analysis. *P* < 0.05 was considered statistically significant.

## Results

### mMKs are resistant to IR and produce large platelets post IR

Initially, we examined platelet indices in mice after exposure to sublethal IR. Consistently, platelet numbers declined rapidly from the 3 dpi, reaching the nadir by 9 dpi (Fig. 1a). In contrast, platelet size, as determined by MPV (Fig. 1b) and FSC-area (Fig. 1c), gradually increased post IR, reaching the peak by 12 dpi. Parallelly, both platelet-larger cell ratio (Fig. 1d) and platelet size deviation width (Fig. 1e) were elevated, indicating a gradual accumulation of large platelets post IR. Subsequently, we analyzed the bone marrow MK compartment post IR. It was observed that mMKs were more resistant to IR as mMKs were scarcely eliminated by 3 dpi (Fig. 1f, g), unlike the vast majority of BMCs (Additional file 1: Fig. S1). As a result, the proportion of mMKs in bone marrow sharply increased by 3 dpi (Fig. 1h). However, mMKs began to rapidly decrease from 3 dpi and reached the minimum by 12 dpi (Fig. 1f–h), paralleling the sharp increase of platelet size post IR. On the contrary, MkPs were extremely sensitive to IR, with only very few MkPs surviving, and the generation of MkPs was constantly suppressed until 9 dpi (Fig. 1i). Meanwhile, although mMKs were newly generated by 15 dpi (Fig. 1f), the platelet size declined (Fig. 1b–e), suggesting that the platelets produced by surviving mMKs might be larger than those produced by newly-generated mMKs. To confirm this, the age profile of circulating platelets was examined by thiazole orange staining. A dramatic increase in the proportion of nascent platelets was observed from 3 dpi (Fig. 1j), indicating an active platelet production by surviving mMKs. Moreover, the nascent platelets produced during the period of 6–12 dpi were strikingly larger than those in control mice and those produced by newly-generated mMKs at 15 dpi (Fig. 1k). In vitro, Meg-01, a well-accepted and biologically relevant human mMK cell line [16, 18], also mostly survived IR (Fig. 1l) and produced large PLPs post IR (Fig. 1m). Given that the lifespan of murine platelets is normally 4–5 d [22] and IR does not directly affect platelet size [23], the gradual increase in platelet size post IR may result from a combination of continuous accumulation of large platelets produced by surviving mMKs and continuous depletion of pre-existing, relatively small platelets produced before IR.

**Fig. 1:**
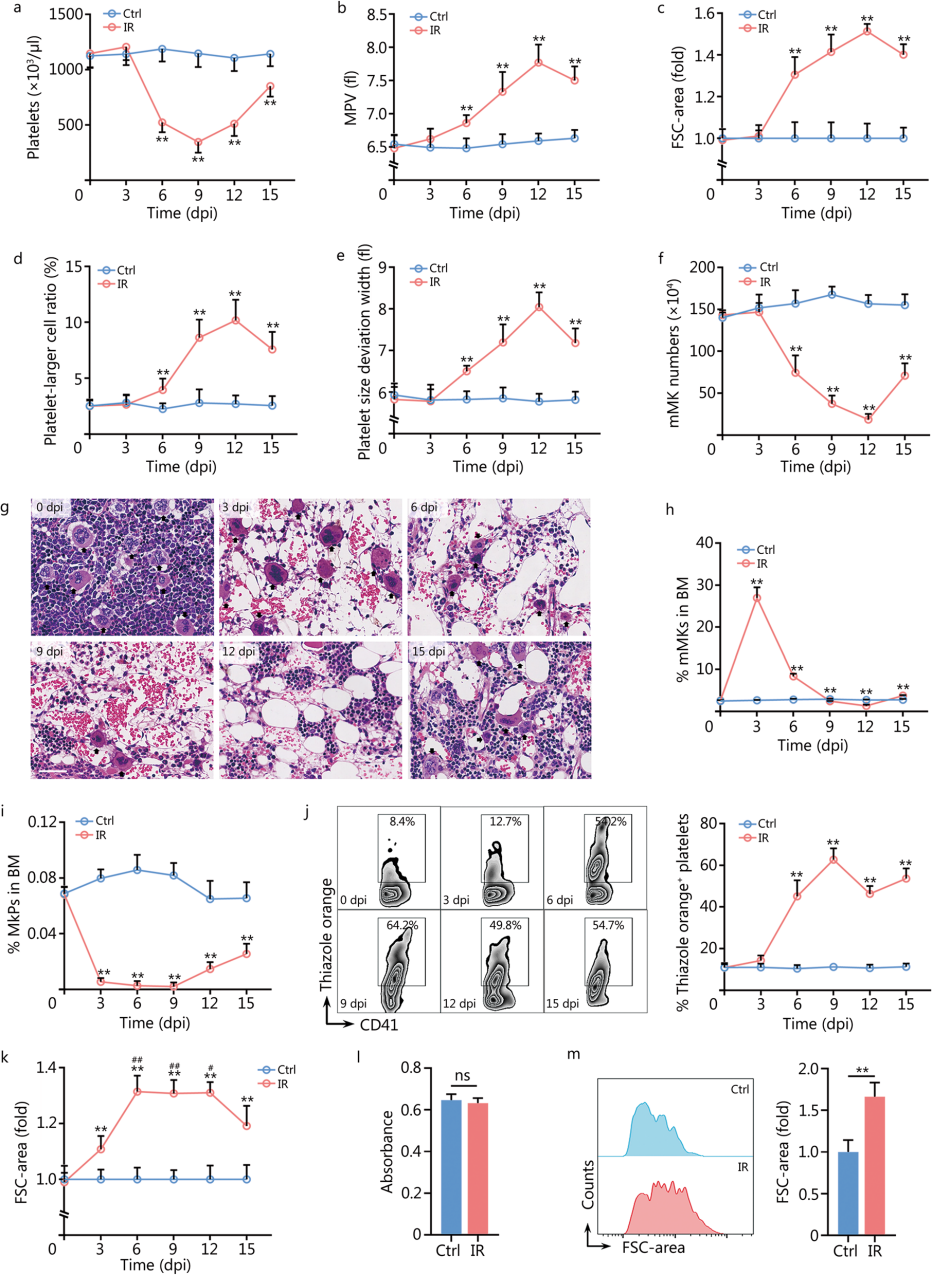
mMKs are resistant to IR and produce large platelets post IR. **a** Platelet counts in peripheral blood of mice at indicated dpi (*n* = 10). **b** MPV in peripheral blood of mice at indicated dpi (*n* = 10). **c** Flow cytometric quantification of FSC-area of platelets in peripheral blood of mice at indicated dpi (*n* = 6). **d, e** Platelet-larger cell ratio and platelet size deviation width in peripheral blood of mice at indicated dpi (*n* = 10). **f** mMK numbers in BM of mice at indicated dpi (*n* = 6). **g** Representative hematoxylin and eosin staining of longitudinal sections of femurs of mice at indicated dpi. Scale bar = 40 μm. **h** Frequency of mMKs in BM of mice at indicated dpi (*n* = 6). **i** Frequency of MkPs in BM of mice at indicated dpi (*n* = 6). **j** Flow cytometric analysis and quantification of the frequency of nascent (thiazole orange^+^) platelets in peripheral blood of mice at indicated dpi (*n* = 6). **k** Flow cytometric quantification of FSC-area of thiazole orange^+^ platelets in peripheral blood of mice at indicated dpi (*n* = 6). **l** Viability of Meg-01 cells at 3 dpi as determined by Cell Counting Kit-8 (*n* = 5). **m** Flow cytometric analysis and quantification of FSC-area of PLPs in Meg-01 cultures at 3 dpi (*n* = 5). Data represent mean ± standard deviation. ^**^P < 0.01, compared to Ctrl, two-tailed unpaired student’s *t*-test unless stated otherwise. ^#^*P* < 0.05, ^##^*P* < 0.01, compared to 15 dpi, one-way analysis of variance (**k**). ns non-significance, mMK mature megakaryocyte, Ctrl control, IR ionizing radiation, dpi day post IR, MPV mean platelet volume, FSC forward scatter, BM bone marrow, MkP megakaryocyte progenitor, PLP platelet-like particle

### Large platelets produced post IR are inherently hyperreactive

Platelet size is usually positively correlated with platelet reactivity [13]. Indeed, the frequencies of activated PMPs (Fig. 2a) and PMAs (Fig. 2b), two sensitive markers of platelet activation [17], were dramatically increased post IR, paralleling the change dynamics of platelet size. To accurately determine whether the hyperreactivity of circulating platelets post IR reflected properties intrinsic to platelets, we proceeded to examine the hemostatic function of platelets in vitro with the exclusion of the interference by platelet numbers and other cells such as leukocytes. P-selectin/CD62P surface expression and integrin GPIIb/IIIa activation are the hallmarks of platelet activation [17]. Washed platelets from IR mice exhibited dramatically increased fold changes of surface CD62P expression (Fig. 2c) and GPIIb/IIIa activation (Fig. 2d) in response to thrombin stimulation. Flow chamber assay with a constant number of platelets revealed that platelets from IR mice adhered faster to collagen and formed larger thrombi than those from control mice (Fig. 2e). Correspondingly, RNA-seq revealed that mMKs at 1 and 3 dpi exhibited a gradually enhanced platelet hyperreactivity signature that was manifested by robustly upregulated expression of adhesion molecules as well as collagen and integrin-binding molecules (Fig. 2f, g). 

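The transcriptome of mMKs was measured in 3 groups of mice, namely controls (Ctrl) and mice at 1 and 3 dpi after 5 Gy of IR, with 3 arrays per group and 9 arrays in all. The methods describe enrichment of mMKs from bone marrow by consecutive positive selection for CD41 and CD42d, markers of the megakaryocyte lineage. They also state that the array RNA came from sorted mMKs. Whether this means that selection or sorting by flow cytometry is not stated. The results text calls the assay RNA-seq, the legend of Fig. 6i calls it a microarray, and the methods describe an Affymetrix Mouse Gene 1.0 ST chip. The deposited data are the scanner output of Agilent 1-colour arrays with 60-mer probes annotated on the mouse genome build mm9, and all values given here come from these arrays. The authors deposited spot intensities from Agilent's Feature Extraction software, which subtracts the background and removes trends across the slide but does not scale the arrays to each other. Each array has 59305 spots for 56605 probes besides 3671 control spots, and no spot was saturated. Of the spots, 69.1% were well above background on Ctrl replicate 1, 79.5% and 80.8% on the other Ctrl arrays, 72.3% to 75.6% on the 1 dpi arrays and 81.6% to 81.8% on the 3 dpi arrays. Ctrl replicate 1 was also the only array on its slide. The 75th percentile of the log2 intensity was between 9.33 and 9.45 at 1 dpi, between 10.37 and 10.55 at 3 dpi and between 10.03 and 10.66 in Ctrl. Each array was therefore scaled by subtracting this percentile from its log2 intensities. Probes well above background on all 3 arrays of at least 1 group were kept, the brightest probe stood for its gene, and 29410 genes were tested. The 3 groups were fitted together with limma, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change. The number of arrays limits the precision, since an exact two-sided permutation test of 3 arrays against 3 cannot give a p under 0.10. At 1 dpi 4468 genes were called, 3623 of them higher and 845 lower than in Ctrl. At 3 dpi 2587 genes were called, with 2053 higher and 534 lower. Between 3 and 1 dpi 2588 genes were called, with 1169 higher and 1419 lower at 3 dpi. The arrays of both groups did not overlap in 4440, 2587 and 2579 of these genes, which follows largely from how they were called. Among genes not chosen by their values, chance alone separates 10%. In 378, 391 and 386 of the called genes, no array of the dimmer group was well above background, so that their fold change is only a bound. The scaling left the median log2 fold change of all genes at 0.25 at 1 dpi, 0.11 at 3 dpi and -0.11 between 3 and 1 dpi. Relative to this median, 2252 genes were called higher and 1686 lower at 1 dpi, and 1848 higher and 704 lower at 3 dpi. Between 3 and 1 dpi 1384 genes were called higher and 1061 lower relative to the median, so the majority there changed direction. Among the alternatives, dropping the minimum fold change moved the count at 1 dpi most, to 16443 genes. The share of called genes that were higher at 1 dpi was 81.1%, against 56.3% after quantile normalization and 48.8% after scaling to the array median.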

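Fig. 2f, g rest on gene ontology and pathway gene sets that were not used here. In their place stood 8 lists of known pathway members, and each was tested against all other genes with limma's camera (preset inter-gene correlation of 0.01, two-sided, Benjamini-Hochberg adjustment over the 24 tests of 8 lists in 3 comparisons). The 63 collagen and extracellular matrix genes had a median log2 fold change of 1.61 at 1 dpi, or 1.36 relative to all genes (adjusted p = 1.6e-11 from camera), and 58 of them lay above 0. With the 2 genes that were not well above background in Ctrl set to their bound, the median was 1.52. Of this list 39 genes were called higher and 0 lower, both over all genes tested and adjusted over the list alone. At 3 dpi the median was 1.74, or 1.62 relative to all genes (adjusted p = 2.4e-21), with 41 genes called higher and 0 lower. The change between both time points was a median of 0.46 (0.57 relative to all genes, adjusted p = 2.4e-05), with 16 genes called higher and 3 lower at 3 dpi. The 66 adhesion and integrin genes moved less. Their median was 0.37 at 1 dpi (0.12 relative to all genes, adjusted p = 0.012), with 16 genes called higher and 2 lower, or 17 higher and 2 lower adjusted over the list alone. At 3 dpi their median was again 0.37, which is 0.25 relative to all genes (adjusted p = 1.6e-05), with 18 genes called higher and 1 lower, or 20 and 1 adjusted over the list alone. Between 3 and 1 dpi their median of 0.06 did not pass the test (0.17 relative to all genes, adjusted p = 0.099), although 8 genes were called higher and 2 lower, and it passed after scaling to the array median (adjusted p = 0.029). At 1 dpi the adhesion list did not pass with the correlation between genes estimated (adjusted p = 0.23) or after scaling to the array median (adjusted p = 0.052), which lowers all genes alike, to a median of 0.06 for this list, and leaves its median relative to all genes at 0.12. Over the 23 alternatives its adjusted p ranged from 1.9e-06 to 0.23. Camera called 16 of the 24 tests, and 8 of these calls held when the correlation between genes was estimated from the arrays. These 8 were the interferon response list at 1 dpi and between both time points, the p53 targets at 1 and 3 dpi, the collagen list at 3 dpi and the IFN-inducible GTPases in all 3 comparisons. All 16 calls held under limma's fry, which asks whether a list moved from 0 and not whether it moved relative to all genes, and fry called 6 more. Of the collagen list 14 genes and of the adhesion list 17 genes are also on another list, and the markers of stromal cells rose as well, with a median of 3.50 at 3 dpi. From the upregulated adhesion molecules and collagen and integrin-binding molecules, the paper states that the platelet hyperreactivity signature of mMKs was gradually enhanced at 1 and 3 dpi.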

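A list of 81 platelet activation and aggregation genes stood in for the sets of the Molecular Signatures Database, which were not used here. At 1 dpi its median log2 fold change against Ctrl was 0.00, or -0.25 relative to all genes, and its mean was 0.11. Camera placed the list lower than all other genes without passing the threshold (adjusted p = 0.28), while fry, with 0 as the reference, placed it higher (adjusted p = 0.11), and 41 of the 81 genes lay above 0. The list had 4 genes called higher and 1 lower at 1 dpi, the same as adjusted over the list alone. At 3 dpi the median was 0.03, or -0.08 relative to all genes, whereas the mean was 0.23 and camera's direction was up (adjusted p = 0.34), with 6 genes called higher and 2 lower. At 3 dpi the list passed under fry (adjusted p = 0.0014), and under camera without Ctrl replicate 1, where its median was 0.05. Between 3 and 1 dpi the median was 0.02, or 0.13 relative to all genes, and this difference passed camera's threshold (adjusted p = 0.036), but it did not after quantile normalization (adjusted p = 0.062). With 1 dpi replicate 3 or 3 dpi replicate 1 left out it did not pass either, and over all 9 arrays left out in turn its median ranged from 0.00 to 0.04. The 4 genes called higher at 1 dpi included Gas6 (chromosome 8, 13465444 to 13465503), at 3.16 (SE 0.08, adjusted p = 3.6e-07 from limma), Cd36, at 2.50 (SE 0.14), and Myl9, at 1.21 (SE 0.08). At 3 dpi these genes were at 4.61, 2.78 and 1.77, and P2ry12, which encodes an ADP receptor of platelets, was at 1.80 (SE 0.13, adjusted p = 3.8e-05). The arrays of Ctrl and irradiated mice did not overlap for these 4 genes at the time points given.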

Gene set enrichment analysis also detected significantly upregulated gene sets associated with platelet activation and aggregation in mMKs post IR (Additional file 1: Fig. S2a). As did results in vivo, the mRNA expression of adhesion acceptors (*VLA-6* and *GPVI*) and *CD62P* that are critical for platelet activation was significantly upregulated in Meg-01 post IR (Additional file 1: Fig. S2b). Meanwhile, PLPs from Meg-01 culture at 3 dpi were hyperreactive to thrombin as well (Additional file 1: Fig. S2c). Thus, the large platelets produced by surviving mMKs post IR are inherently hyperreactive.

**Fig. 2:**
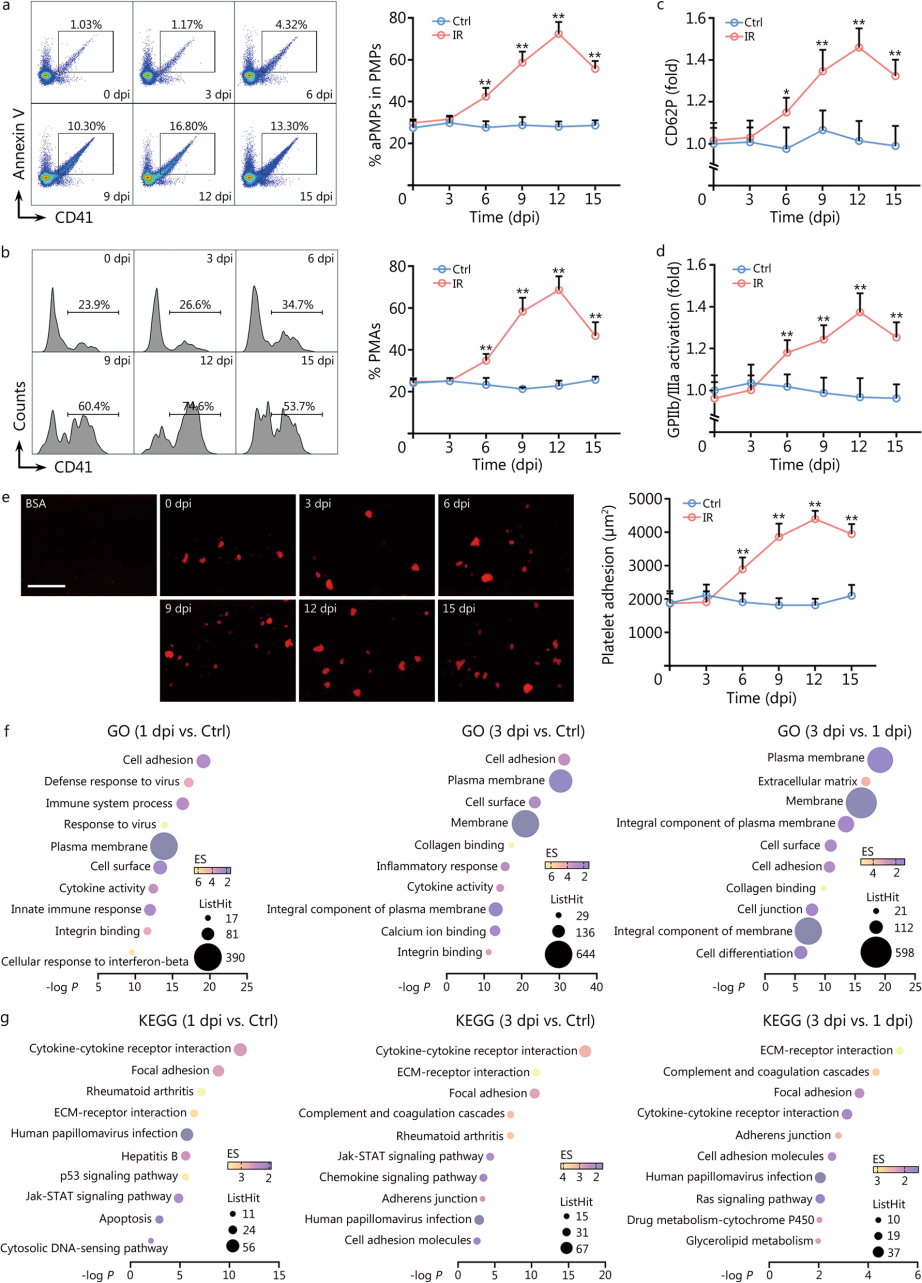
Large platelets produced post IR are inherently hyperreactive. Flow cytometric analysis and quantification of the frequency of PMPs (**a**) and PMAs (**b**) in peripheral blood of mice at indicated dpi (*n* = 5). Flow cytometric quantification of CD62P expression (**c**) and GPIIb/IIIa activation (**d**) on washed platelets in response to thrombin at indicated dpi (*n* = 5). **e** Representative images and quantification of thrombus formation on collagen-coated flow chambers under shear-flow conditions using platelets obtained from mice at indicated dpi (*n* = 5). Scale bar = 250 μm. **f, g** GO and KEGG enrichment analysis of top upregulated signaling pathways in BM mMKs of mice at 1 and 3 dpi. Data represent mean ± standard deviation. ^**^P < 0.01, compared to Ctrl. Two-tailed unpaired student’s *t*-test. Ctrl control, IR ionizing radiation, dpi day post IR, PMP platelet-derived microparticle, aPMP activated PMP, PMA platelet-monocyte aggregate, BSA bovine serum albumin, GO Gene Ontology, KEGG Kyoto Encyclopedia of Genes and Genomes, BM bone marrow, mMK mature megakaryocyte, ECM extracellular matrix, Jak Janus kinase, STAT signal transducer and activator of transcription

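Probe coordinates are those of the array files on mm9. Values are log2 fold changes against Ctrl from limma with their standard error (SE), and the arrays of both groups did not overlap for any gene named. Among the genes well above background in both groups, the largest rise at 1 dpi was that of Gpnmb (chromosome 6, 49006386 to 49006445), at 5.88 (SE 0.16, adjusted p = 4.0e-07). Zfp365 rose by 5.54 (SE 0.10), Phlda3 by 5.34 (SE 0.08) and Ccl7 by 5.27 (SE 0.08). 4931431B13Rik rose by 5.06 (SE 0.43), but its other probe by only 0.08. The largest fall was that of Ahsp, which encodes a haemoglobin-stabilizing protein, at -7.62 (SE 0.18, adjusted p = 2.5e-07). Vpreb3 fell by 5.42 (SE 0.09), Slc38a5 fell by 5.19 (SE 0.08) and Igll1 fell by 4.70 (SE 0.09), and Vpreb3 and Igll1 are genes of B-cell precursors. The largest rises at 3 dpi were those of Gpnmb, at 6.65 (SE 0.16), and Ccl7, at 5.57 (SE 0.08), followed by Cyp1b1 at 5.30 (SE 0.17), Tnc at 5.26 (SE 0.22, with its other probe at 6.20) and Chrdl1 at 5.16 (SE 0.13, with its 3 probes between 3.65 and 5.16). The largest falls at 3 dpi were those of Fcmr, at -4.36 (SE 0.11, adjusted p = 2.7e-07), Gm19590, at -4.29 (SE 0.29), and Vpreb3 and Chst3, both at -3.96 (SE 0.09 and 0.11). Of the collagen list genes well above background on all arrays of both groups, Col8a1 (chromosome 16, 57627033 to 57627092) changed most at 1 dpi, with 4.29 (SE 0.18, adjusted p = 2.2e-06), and was at 4.75 at 3 dpi (adjusted p = 1.2e-06). Mmp2 rose by 3.83 at 1 dpi (SE 0.09, adjusted p = 2.4e-07) and Serpinh1 by 3.30 (SE 0.18), or by 1.80 on its other probe. Tnc, also on this list, rose by 3.02 at 1 dpi (SE 0.22), or by 5.87 on its other probe. Col6a1 rose by 3.94 at 3 dpi (SE 0.12), and Col6a3 by 3.84 (SE 0.10), although its 3 probes lay between 0.46 and 3.84. In the adhesion list, Ccn2 (chromosome 10, 24318281 to 24318340) rose by 2.96 at 1 dpi (SE 0.12, adjusted p = 1.9e-06) and 3.21 at 3 dpi, and Spp1 by 2.66 (SE 0.10) and 3.10. Nid1 rose by 3.33 at 3 dpi (SE 0.08, adjusted p = 2.1e-07) and Postn by 3.12 (SE 0.11), and all 4 probes of Postn rose. The probes of the 2 integrins with the largest changes at 1 dpi were discordant. Itga1 was at 4.55 (SE 0.43) with its 5 probes between -0.77 and 4.55, and Itgb8 was at -3.32 (SE 0.60) with its other probe at -0.02. Between 3 and 1 dpi, Ahsp showed the largest rise, at 4.99 (SE 0.18, adjusted p = 6.4e-06). The next were A730032A03Rik, at 4.42 (SE 1.16), Abca8a, at 4.31 (SE 0.66), and Defb26, at 4.28 (SE 0.56), whose replicates varied more.

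**Figure D1:**
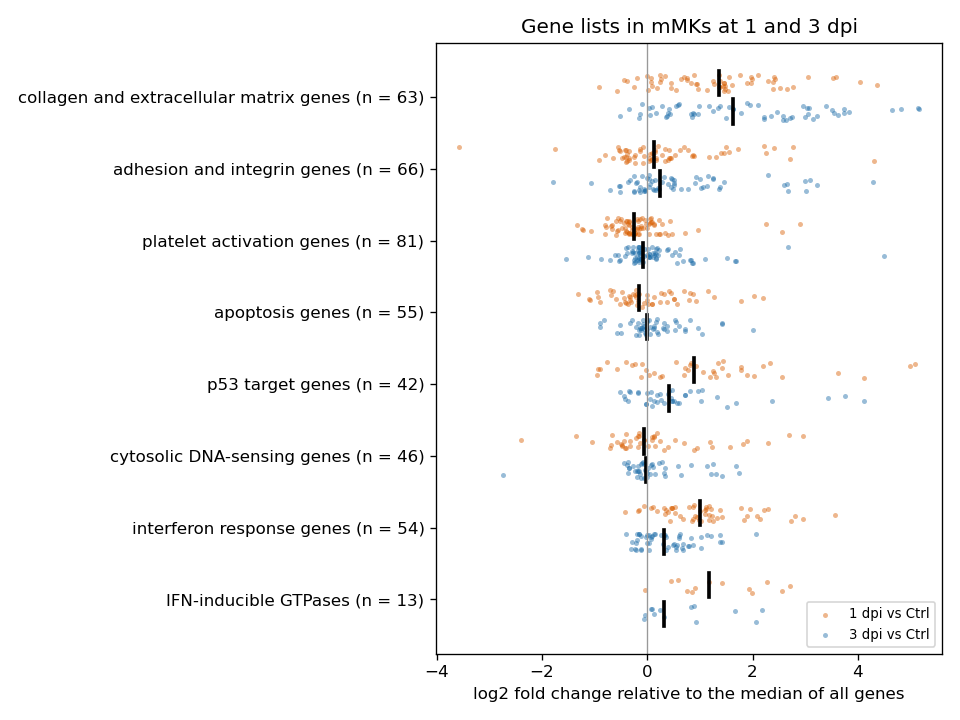
Log2 fold change of each gene of 8 lists in mMKs at 1 dpi (orange) and 3 dpi (blue) against Ctrl, relative to the median of all genes, with 1 point per gene and 3 arrays per group. Black bars are the medians of the lists, which for the collagen and extracellular matrix genes lie at 1.36 and 1.62.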

### The inherently high pro-survival threshold confers radioresistance onto mMKs

The above results indicate that the alterations in platelet size and reactivity are mMK-autonomous. We next interrogated how mMKs survived and responded to IR. As known, hematopoietic cells are extremely sensitive to IR and will immediately undergo apoptosis post IR [24]. However, almost no mMKs underwent apoptosis compared with MkPs and other lineages post IR **(**Fig. 3a). Similarly, Meg-01 cells were also resistant to IR-induced apoptosis (Additional file 1: Fig. S3a). The mitochondrial apoptotic pathway plays a dominant role in IR-induced apoptosis. In this process, pro-apoptotic Bcl-2 family proteins either can be bound and sequestered by pro-survival Bcl-2 family proteins or, when these pro-survival Bcl-2 family proteins are saturated, can activate BAX/BAK to permeabilize mitochondrial outer membrane, an event termed mitochondrial outer membrane permeabilization (MOMP) that results in apoptosis through releasing mitochondrial factors including Cyt-C that activates caspases. Among the Bcl-2 family proteins, pro-survival Bcl-xL and pro-apoptotic BAX/BAK are mitochondrial outer membrane components that establish the apoptotic threshold of a cell [25]. Interestingly, a shift of the balance of pro-survival and pro-apoptotic Bcl-2 family molecules towards survival was observed during maturation of both murine (Fig. 3b, c**, **Additional file 1: Fig. S3b) and human (Additional file 1: Fig. S3c) MKs, with Bcl-xL being upregulated whereas BAX/BAK being downregulated. After IR, apoptosis occurred preferentially in MKs expressing lower Bcl-xL (Fig. 3d). Then, we lowered the pro-survival threshold using ABT-737, a Bcl-xL inhibitor. Strikingly, ABT-737 treatment significantly sensitized mMKs to IR-induced apoptosis both in vivo (Fig. 3e) and in vitro (Additional file 1: Fig. S3d). Consequently, both platelet counts (Fig. 3f) and size (Fig. 3g) significantly declined in mice with ABT-737 treatment post IR, accompanied by significantly decreased platelet reactivity (Fig. 3h). Meanwhile, ABT-737-treated mice were more sensitive to sublethal IR, as all mice died by 11 dpi (Additional file 1: Fig. S3e). In vitro, the size and reactivity of PLPs from ABT-737-treated Meg-01 cultures also significantly declined post IR (Additional file 1: Fig. S3f). Therefore, MK maturation is associated with an enhanced pro-survival threshold, thereby conferring radioresistance onto mMKs.

**Fig. 3:**
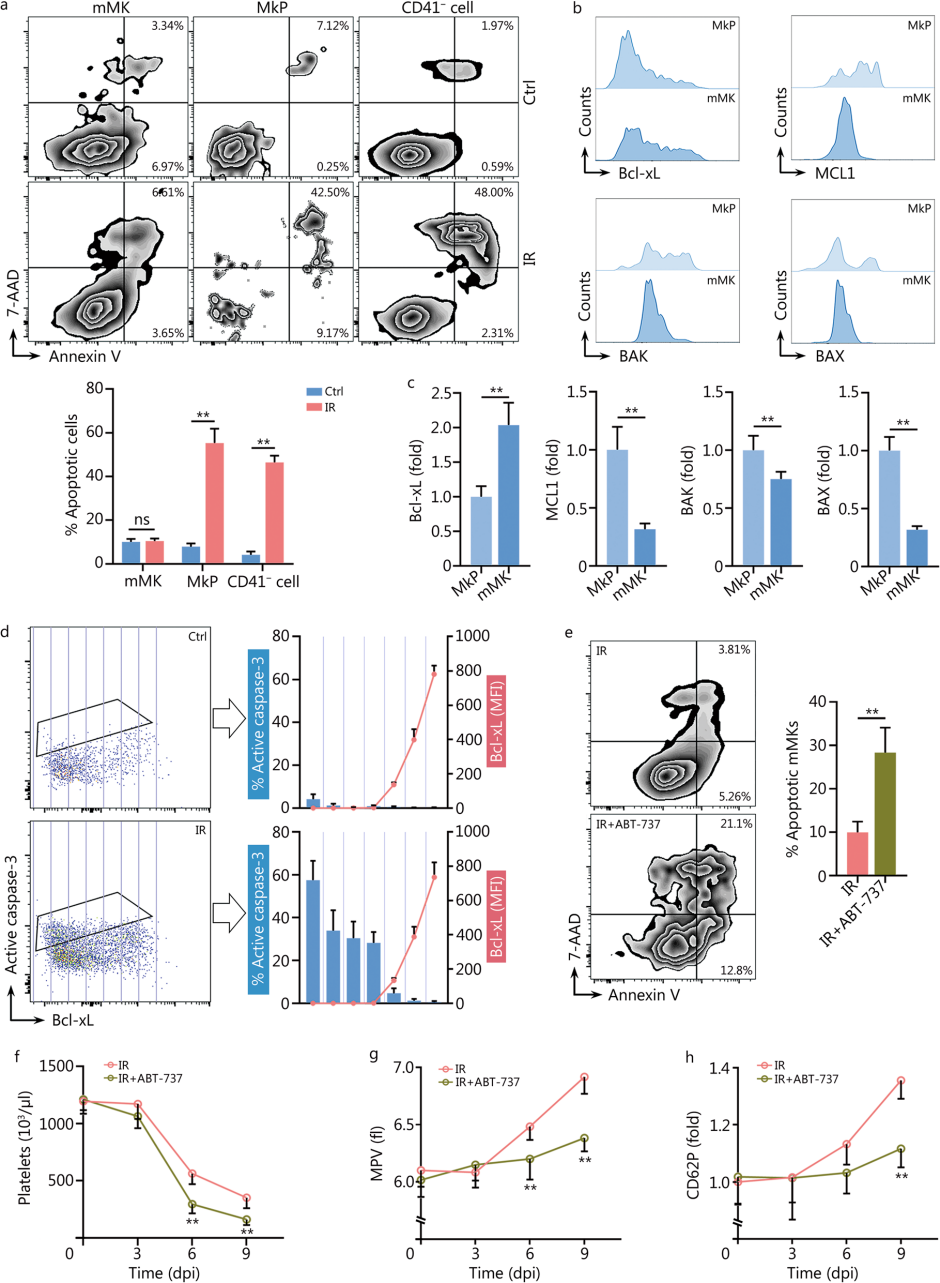
The inherently high pro-survival threshold confers radioresistance onto mMKs. **a** Flow cytometric analysis and quantification of MK and non-MK apoptosis in BM of mice at 1 dpi (*n* = 5). **b, c** Flow cytometric analysis and quantification of pro-survival (Bcl-xL and MCL1) and pro-apoptotic (BAX and BAK) Bcl-2 family protein expression in BM MKs of mice (*n* = 5). **d** Flow cytometric analysis and quantification of the relationship between Bcl-xL expression and apoptosis as reflected by active caspase-3 expression in BM CD41^+^ MKs of mice at 1 dpi (*n* = 5). **e** Flow cytometric analysis and quantification of mMK apoptosis in BM of mice with or without ABT-737 treatment at 1 dpi (*n* = 5). Platelet counts (**f**) and MPV (**g**) in peripheral blood of mice with or without ABT-737 treatment at indicated dpi (*n* = 6). **h** CD62P expression in response to thrombin on washed platelets from mice with or without ABT-737 treatment at indicated dpi (*n* = 5). Data represent mean ± standard deviation. ^**^P < 0.01, compared to Ctrl, MkP or IR as indicated. Two-tailed unpaired student’s *t*-test. ns non-significance, MK megakaryocyte, mMK mature MK, MkP MK progenitor, Ctrl control, IR ionizing radiation, dpi day post IR, 7-AAD 7-amino-actinomycin D, MFI mean fluorescence intensity, BM bone marrow, MPV mean platelet volume

### Minority MOMP is triggered in mMKs post IR

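In the transcriptome of mMKs, a list of 55 apoptosis genes had a median log2 fold change of 0.09 at 1 dpi against Ctrl, or -0.15 relative to all genes. Its mean was 0.28, or 0.04 relative to all genes, and camera's direction was up without passing the threshold (adjusted p = 0.48), so that the relative median and the test differ in sign. Under fry the list did pass as moved from 0 (adjusted p = 1.1e-04), as it did under cameraPR, a form of camera on the moderated statistics that was not set in advance (adjusted p = 0.046). After scaling to the array median, which lowers all genes alike, its median was -0.22 (adjusted p = 0.88). Of its genes 9 were called higher and 1 lower, over all genes and adjusted over the list alone. The largest rises included genes of mitochondrial apoptosis. Bax (chromosome 7, 52717122 to 52717181) rose by 2.44 at 1 dpi (SE 0.06, adjusted p = 3.3e-07 from limma), or by 1.64 on its other probe. Bbc3, which encodes PUMA, rose by 2.27 (SE 0.07, adjusted p = 9.1e-07), and Pmaip1, which encodes NOXA, by 1.52 (SE 0.08). The death receptor gene Tnfrsf10b rose by 2.03 (SE 0.12), with its 3 probes between 0.67 and 2.17. None of these genes overlapped between the 1 dpi and Ctrl arrays. Of the 9 genes called higher, 5 are also on a list of 42 p53 target genes. That list had a median of 1.13 at 1 dpi, or 0.88 relative to all genes (adjusted p = 3.0e-07 from camera), with 24 genes called higher and 0 lower. Among its genes well above background on all arrays of both groups, the largest rises next to Phlda3 were those of Zmat3, at 4.36 (SE 0.09, adjusted p = 1.6e-07), and Cdkn1a, at 3.87 (SE 0.11, with its 3 probes between 2.53 and 5.70). The 47 apoptosis genes that are not on the p53 list had a median of -0.17 relative to all genes, close to the -0.15 of the whole list. At 3 dpi the apoptosis list had a median of 0.11, which equals that of all genes at 2 decimals, and passed camera's threshold (adjusted p = 0.027) with 5 genes called higher and 0 lower. Without Ctrl replicate 2 or Ctrl replicate 3 it did not pass, and over all 9 arrays left out in turn its median ranged from 0.11 to 0.15. The p53 list had a median of 0.52 at 3 dpi, or 0.41 relative to all genes (adjusted p = 3.1e-07), with 10 genes called higher and 0 lower.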

Surprisingly, the transcriptome of mMKs revealed robust activation of apoptosis signaling at 1 dpi (Fig. 2g), unlike the indistinguishable apoptotic outcome between mMKs of control and IR mice (Fig. 3a). We then interrogated whether mitochondrial apoptosis signaling was authentically executed in mMKs post IR. We firstly examined MMP, an indicator of MOMP, and observed that MMP of mMKs significantly declined at 1 dpi but rapidly recovered to the normal level at 3 dpi (Fig. 4a). Meanwhile, unlike carbonyl cyanide m-chlorophenylhydrazine-treated mMKs, whose MMP completely collapsed, MMP of mMKs only partially collapsed at 1 dpi (Fig. 4b). Meanwhile, mitochondrial Cyt-C was only partially released in mMKs at 1 dpi (Fig. 4c). However, ABT-737 treatment provoked a nearly-complete MMP collapse and mitochondrial Cyt-C release in mMKs at 1 dpi (Fig. 4b, c). Similar results were observed in Meg-01 cells as well (Additional file 1: Fig. S4a, b). These data demonstrate that minority MOMP, a dose where apoptosis induction was low [25], is triggered in mMKs post IR. Besides, the block of MOMP by a BAX inhibitor BAI1 significantly blunted the upregulation of platelet activation-related molecules including VLA-6, GPVI and CD62P in Meg-01 cells at 3 dpi (Additional file 1: Fig. S4c), as well as the FSC-area increase (Fig. 4d) and thrombin-induced CD62P upregulation of PLPs (Fig. 4e) at 3 dpi. Therefore, minority MOMP accounts for platelet enlargement and hyperreactivity post IR.

**Fig. 4:**
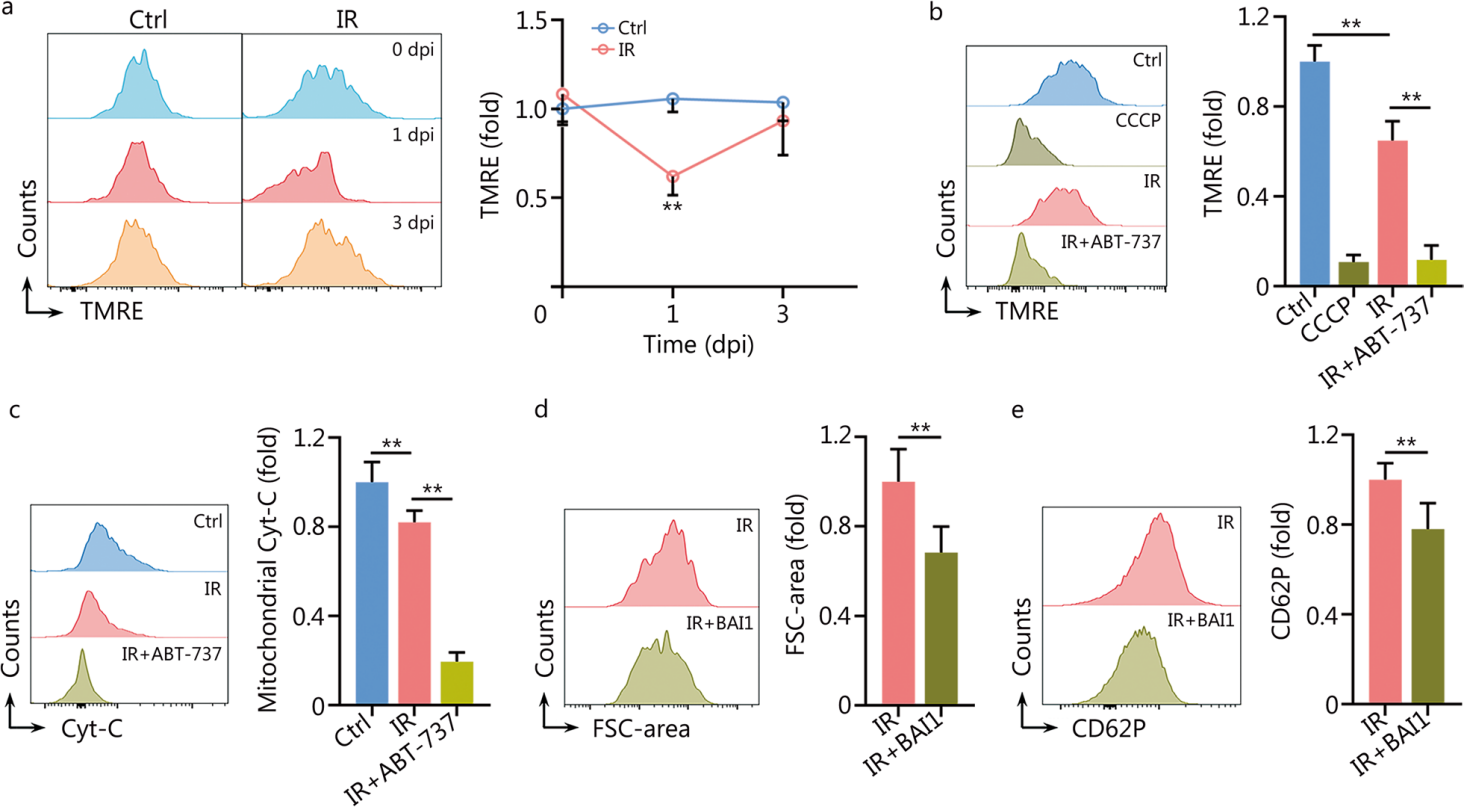
Minority MOMP is triggered in mMKs post IR. **a** Flow cytometric analysis and quantification of MMP in BM mMKs of mice at 1 and 3 dpi (*n* = 5). **b** Flow cytometric analysis and quantification of MMP in BM mMKs of mice with or without ABT-737 treatment at 1 dpi. CCCP-treated mMKs were used as the positive control for complete MOMP (*n* = 5). **c** Flow cytometric analysis and quantification of mitochondrial Cyt-C release in BM mMKs of mice with or without ABT-737 treatment at 1 dpi (*n* = 5). **d** Flow cytometric analysis and quantification of FSC-area of PLPs in Meg-01 cultures with or without BAI1 treatment at 3 dpi (*n* = 5). **e** Flow cytometric analysis and quantification of CD62P expression on PLPs from Meg-01 cultures with or without BAI1 treatment at 3 dpi (*n* = 5). Data represent mean ± standard deviation. ^**^P < 0.01, compared to Ctrl or IR as indicated. Two-tailed unpaired student’s *t*-test. MOMP mitochondrial outer membrane permeabilization, mMK mature megakaryocyte, MMP mitochondrial membrane potential, CCCP carbonyl cyanide m-chlorophenylhydrazine, Cyt-C cytochrome C, BM bone marrow, FSC forward scatter, PLP platelet-like particle, Ctrl control, IR ionizing radiation, dpi day post IR, TMRE tetramethylrhodamine ethyl ester

### Minority MOMP stimulates cGAS/STING in mMKs post IR

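Of 46 genes of cytosolic DNA sensing, 30 had a log2 fold change above 0 at 1 dpi. The median of the list was 0.18, or -0.06 relative to all genes, and its mean was 0.43, or 0.18 relative to all genes. Camera's direction was up but its threshold was not passed (adjusted p = 0.17), and so the relative median differs in sign from the mean and the test. The list did pass after quantile normalization (adjusted p = 0.0078), with normexp background correction and quantile normalization (adjusted p = 0.0062), on the normalized log2 values that the authors deposited (adjusted p = 0.024), under fry (adjusted p = 2.2e-05) and under cameraPR (adjusted p = 5.3e-05), the last of which was not set in advance. Over the 23 alternatives its adjusted p ranged from 2.2e-05 to 0.77. In this list 10 genes were called higher and 2 lower, over all genes and adjusted over the list alone. The largest rise was that of Cxcl10 (chromosome 5, 92775781 to 92775840), at 3.20 (SE 0.06, adjusted p = 1.1e-07 from limma), with its other probe at 2.52. Zbp1, a nucleic acid sensor, rose by 2.54 (SE 0.09, adjusted p = 1.5e-06), or by 1.77 on its other probe. Irf7 rose by 2.14 (SE 0.08, adjusted p = 1.5e-06) and Il6 by 2.07 (SE 0.07, adjusted p = 1.2e-06). The arrays at 1 dpi and in Ctrl did not overlap for these 4 genes. The transcripts of the pathway's own components changed less. Cgas was at -0.15 (SE 0.07, adjusted p = 0.10), with its other probe at 0.65, and Sting1 was at 0.19 (SE 0.07, adjusted p = 0.062), or at -0.13 after scaling to the array median. Tbk1 was at -0.80 (SE 0.13, adjusted p = 0.0016) and Irf3 at -0.17 (SE 0.09, adjusted p = 0.14). Of the 10 genes called higher, 3 are also on the list of interferon response genes, and the 42 members that are not on it had a median of -0.14 relative to all genes. At 3 dpi the median was 0.10, or -0.02 relative to all genes (adjusted p = 0.051), with 7 genes called higher and 1 lower. It passed without Ctrl replicate 1, without 3 dpi replicate 2 and without 3 dpi replicate 3, and over all 9 arrays left out in turn its median ranged from 0.06 to 0.14. Between 3 and 1 dpi the median was -0.09 (adjusted p = 0.32), with 1 gene called higher and 3 lower.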

Interestingly, we noted that innate immune signaling pathways especially DNA virus infection and cytosolic DNA sensing pathways were robustly activated in mMKs at 1 dpi (Fig. 2g). As known, minority MOMP can stimulate innate immune signaling through releasing mtDNA, hence inducing cell-intrinsic adaptive responses [26]. cGAS is the primary DNA sensor in mammals, stimulation of which activates the adaptor protein STING [27]. Accordingly, the accumulation of cytosolic mtDNA (Fig. 5a) as well as the colocalization of DNA with cGAS (Fig. 5b) were dramatically increased in mMKs at 1 dpi. In vitro, colocalization of DNA with cGAS was also observed in Meg-01 cells at 1 dpi (Additional file 1: Fig. S5a) and the coprecipitated DNA fragments with cGAS showed an enrichment of mtDNA without evidence of nDNA such as the most abundant nDNA sequences, long interspersed nuclear element 1 and 18S ribosomal RNA (Fig. 5c). In accordance, TBK1 and IRF3, the key kinases downstream of the cGAS-STING pathway, were significantly activated in mMKs post IR both in vivo (Fig. 5d-f) and in vitro (Additional file 1: Fig. S5b–d). Besides, the activation of TBK1 and IRF3 was significantly quenched at 3 dpi (Fig. 5f), paralleling mitochondrial recovery (Fig. 4a). Furthermore, BAI1 treatment significantly suppressed IR-induced activation of TBK1 and IRF3 in Meg-01 cells at 1 dpi (Additional file 1: Fig. S5e). To determine the functional relevance of cGAS/STING activation, STING was specifically deleted in MKs (*Sting*^*cko*^) using Cre-loxp recombination with Pf4-cre mice and *Sting*^*fl*^ mice. Surprisingly, the MPV (Fig. 5g) and thrombin-induced CD62P upregulation on platelets (Fig. 5h) were significantly reduced in *Sting*^*cko*^ mice from 6 dpi. Similar results were observed in Meg-01 cells with cGAS/STING deficiency (Additional file 1: Fig. S5f–i). Therefore, cGAS/STING is stimulated by minority MOMP in surviving mMKs and provokes the production of large and hyperreactive platelets post IR.

**Fig. 5:**
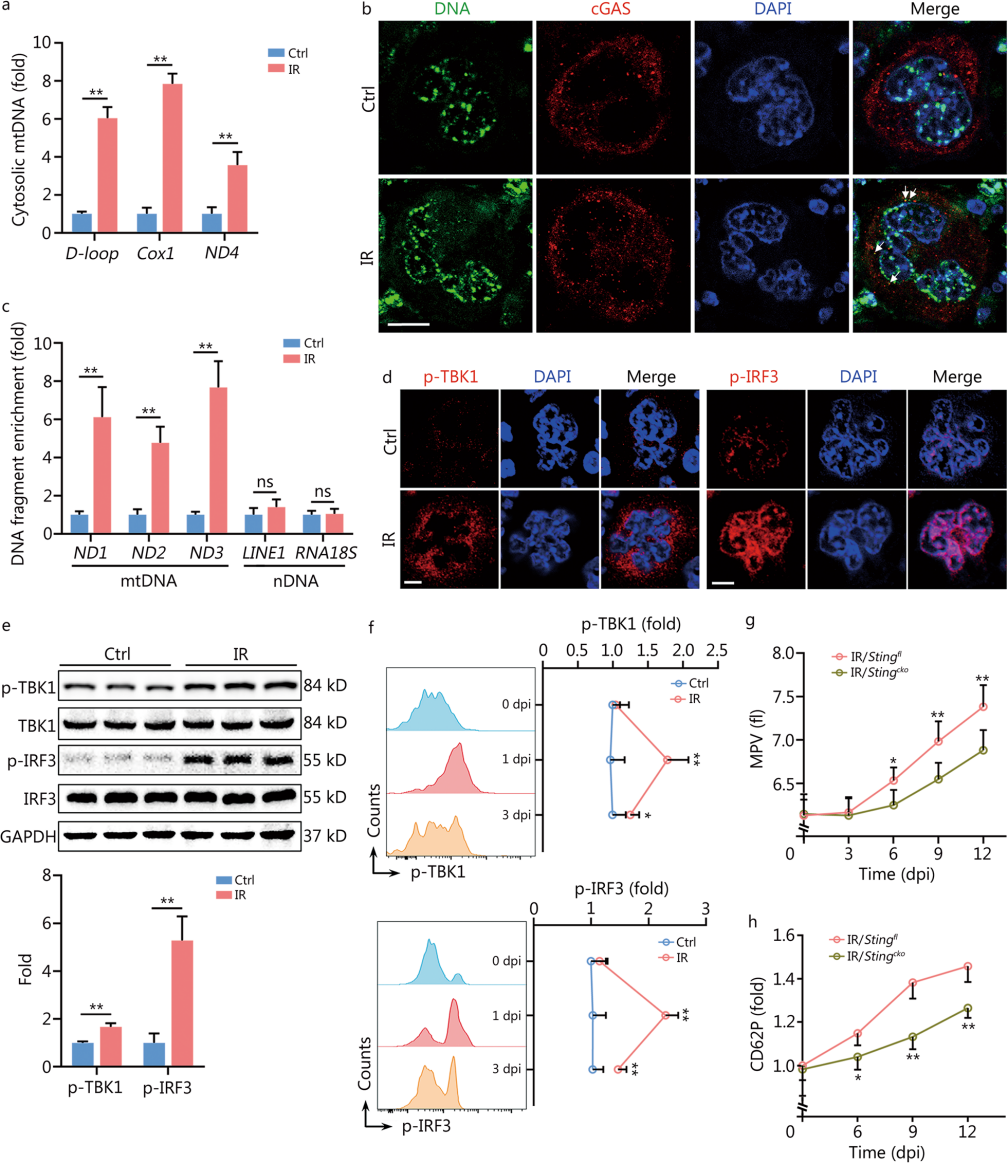
Minority MOMP stimulates cGAS/STING in mMKs post IR. **a** Relative mtDNA amounts in cytosols of mouse BM mMKs at 1 dpi were assessed by quantitative polymerase chain reaction (*n* = 3). **b** Colocalization of cytosolic DNA with cGAS in BM mMKs of mice at 1 dpi was assessed by immunofluorescence staining with antibodies specific for DNA and cGAS. Scale bar = 20 μm. The arrow indicates cGAS and DNA colocalization. **c** Relative enrichment of DNA fragments as indicated from FLAG-cGAS immunoprecipitants in Meg-01 cells at 1 dpi (*n* = 3). **d** p-TBK1 and p-IRF3 expression in BM mMKs of mice at 1 dpi were assessed by immunofluorescence staining. Scale bar = 20 μm. **e** Western blotting analysis and quantification of p-TBK1 and p-IRF3 expression in BM mMKs of mice at 1 dpi (*n* = 3). **f** Flow cytometric analysis and quantification of p-TBK1 and p-IRF3 expression in BM mMKs of mice at indicated dpi (*n* = 5). **g** MPV in peripheral blood of *Sting*^*fl*^ and *Sting*^*cko*^ mice at indicated dpi (*n* = 5). **h** CD62P expression in response to thrombin on washed platelets from *Sting*^*fl*^ and *Sting*^*cko*^ mice at indicated dpi (*n* = 4–5). Data represent mean ± standard deviation. ^*^P < 0.05, ^**^P < 0.01, compared to Ctrl or IR/*Sting*^*fl*^ as indicated. Two-tailed unpaired student’s *t*-test. ns non-significance, MOMP mitochondrial outer membrane permeabilization, mMK mature megakaryocyte, cGAS cyclic GMP-AMP synthase, STING stimulator of interferon genes, Ctrl control, IR ionizing radiation, mtDNA mitochondrial DNA, BM bone marrow, dpi day post IR, TBK1 TANK-binding kinase 1, IRF3 interferon regulatory factor 3, MPV mean platelet volume, Cox1 cytochrome c oxidase subunit 1, ND1-4 NADH dehydrogenase subunit 1–4, LINE1 long interspersed nuclear element 1, RNA18S 18S ribosomal RNA, nDNA nuclear DNA, DAPI 4′,6-diamidino-2-phenylindole, GAPDH glyceraldehyde-3-phosphate dehydrogenase

### IFN-inducible GTPase GBP2 mediates the production of large and hyperreactive platelets post IR

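A list of 54 interferon response genes was higher in the cells isolated as mMKs at both time points. At 1 dpi its median log2 fold change was 1.24, or 1.00 relative to all genes (adjusted p = 1.7e-17 from camera), and 53 of the 54 genes lay above 0. Of them 35 were called higher and 0 lower, over all genes and adjusted over the list alone. At 3 dpi the median was 0.43, or 0.32 relative to all genes (adjusted p = 4.2e-07, and 0.14 with the correlation between genes estimated), with 8 genes called higher and 0 lower. The median fell between 1 and 3 dpi, with a difference of -0.68, or -0.57 relative to all genes (adjusted p = 6.6e-18), and 17 genes were called lower and 0 higher at 3 dpi. Besides Cxcl10, the largest rises at 1 dpi were those of Ifit3 (chromosome 19, 34663105 to 34663164), at 3.82 (SE 0.07, adjusted p = 1.1e-07 from limma), Ifit1, at 3.06 (SE 0.08, adjusted p = 3.9e-07), and Rsad2, at 2.98 (SE 0.07, adjusted p = 2.5e-07). At 3 dpi Ifit3 was at 2.18 (SE 0.07), Cxcl10 at 1.53 (SE 0.06, with its other probe at 0.48) and Ifit1 at 1.49 (SE 0.08). Slfn5 was also among the 4 largest rises, with its 5 probes between 0.09 and 1.77. In each of these genes every array of irradiated mice was above every Ctrl array. The probe of Ifnb1 itself (chromosome 4, 88168023 to 88168082) was well above background on 0 of 3 Ctrl arrays and on all 3 arrays at 1 and at 3 dpi. Ctrl therefore gives only a bound, and Ifnb1 was at least 6.02-fold higher at 1 dpi and at least 1.33-fold higher at 3 dpi. These bounds set the mean of the irradiated arrays against the lowest signal well above background on each Ctrl array, or the probe's own signal where that was higher.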

cGAS/STING activation is well known to elicit IFN-β response [27], which was robustly activated in mMKs post IR (Fig. 2f, g). Indeed, IFN-β production and secretion were rapidly and continuously enhanced in mMKs until 9 dpi (Fig. 6a–e), accompanied by significant activation of STAT1 (Fig. 6c-e), the primary downstream effector of IFN-β signaling. In contrast, megakaryocytic STING deficiency significantly inhibited IR-induced IFN-β response in mMKs (Fig. 6f). Similar results were observed in Meg-01 cells in vitro (Additional file 1: Fig. S6a–e). Interestingly, IFN-β production by mMKs even overwhelmed that by DCs and macrophages (Additional file 1: Fig. S6f), hinting that mMKs were a main source of IFN-β in the bone marrow post IR. Notably, IFN-β promoted the production of large and hyperreactive PLPs by Meg-01 cells in vitro (Additional file 1: Fig. S6g). However, the MPV (Fig. 6g) and thrombin-induced CD62P upregulation on platelets (Fig. 6h) were significantly reduced in *Ifnar1*^*cko*^ mice from 6 dpi. Similar results were observed in Meg-01 cells with IFN-β receptor 1 deficiency (Additional file 1: Fig. S6h, i), indicating an involvement of megakaryocytic IFN-I response.

**Fig. 6:**
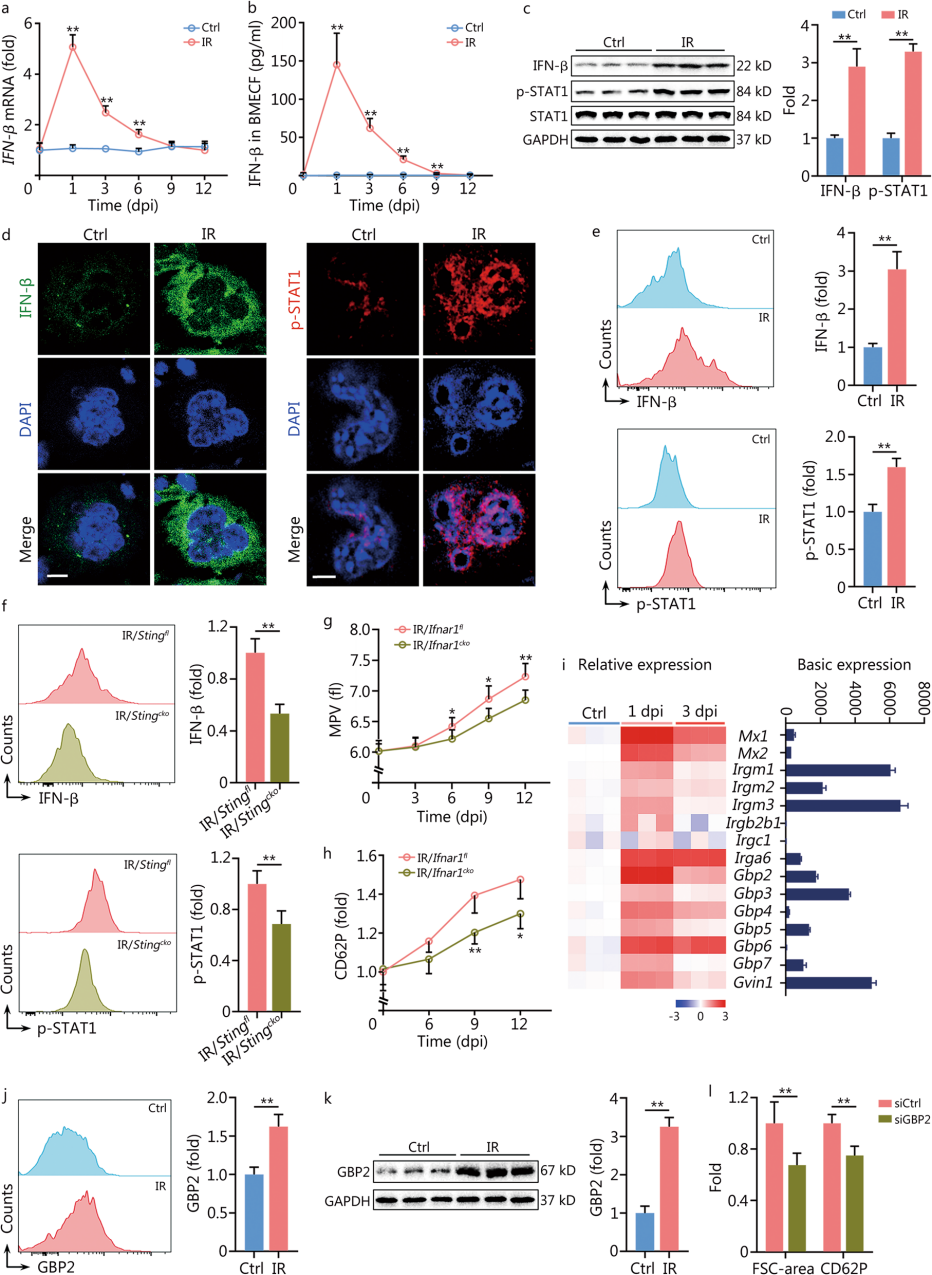
IFN-inducible GTPase GBP2 mediates production of large and hyperreactive platelets post IR. **a** Relative IFN-β mRNA expression in BM mMKs of mice at indicated dpi (*n* = 3). **b** IFN-β level in BM extracellular fluid of mice at indicated dpi was assessed by ELISA (*n* = 5). **c** Western blotting analysis and quantification of IFN-β and p-STAT1 expression in BM mMKs of mice at 1 dpi (*n* = 3). **d** IFN-β and p-STAT1 expression in BM mMKs of mice at 1 dpi were assessed by immunofluorescence staining. Scale bar = 20 μm. **e** Flow cytometric analysis and quantification of IFN-β and p-STAT1 expression in BM mMKs of mice at 1 dpi (*n* = 5). **f** Flow cytometric analysis and quantification of IFN-β and p-STAT1 expression in BM mMKs of *Sting*^*fl*^ and *Sting*^*cko*^ mice at 1 dpi (*n* = 5). **g** MPV in peripheral blood of *Ifnar1*^*fl*^ and *Ifnar1*^*cko*^ mice at indicated dpi (*n* = 5). **h** CD62P expression in response to thrombin on washed platelets from *Ifnar1*^*fl*^ and *Ifnar1*^*cko*^ mice at indicated dpi (*n* = 4–5). **i** Basic and relative mRNA expression of IFN-inducible GTPases as assessed by microarray in BM mMKs of mice at indicated dpi (*n* = 3). **j** Flow cytometric analysis and quantification of GBP2 expression in BM mMKs of mice at 3 dpi (*n* = 5). **k** Western blotting analysis and quantification of GBP2 expression in BM mMKs of mice at 3 dpi (*n* = 3). **l** FSC-area and CD62P expression in response to thrombin of PLPs from Meg-01 cultures with or without siGBP2 treatment at 3 dpi (*n* = 5). Data represent mean ± standard deviation. ^*^P < 0.05, ^**^P < 0.01, compared to Ctrl, IR/*Sting*^*fl*^, IR/*Ifnar1*^*fl*^ or siCtrl as indicated. Two-tailed unpaired student’s *t*-test. IFN interferon, GBP2 guanylate-binding protein 2, mMK mature megakaryocyte, Ctrl control, IR ionizing radiation, BM bone marrow, dpi day post IR, BMECF BM extracellular fluid, ELISA enzyme-linked immunosorbent assay, STAT1 signal transducer and activator of transcription 1, STING stimulator of interferon genes, IFNAR1 IFN‐α/β receptor 1, MPV mean platelet volume, FSC forward scatter, PLP platelet-like particle, siGBP2 siRNA of GBP2, DAPI 4′,6-diamidino-2-phenylindole, GAPDH glyceraldehyde-3-phosphate dehydrogenase

Platelet formation and size rely on the coordinated rearrangement of the MK cytoskeleton, wherein GTPases play essential roles [28, 29]. As known, IFN-β-induced adaptive responses mostly depend on IFN-inducible GTPases, which include myxovirus resistance proteins, immunity-related GTPases, the GBPs, and the very large IFN-inducible GTPases [30]. Among them, we noticed that GBP2 had a relatively high basic expression and was predominantly upregulated in mMKs in vivo post IR (Fig. 6i–k). 

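Of 15 IFN-inducible GTPases, 13 were well above background in at least 1 group. The median log2 fold change of these 13 genes was 1.42 at 1 dpi, or 1.17 relative to all genes (adjusted p = 1.7e-07 from camera), and 0.43 at 3 dpi, or 0.31 relative to all genes (adjusted p = 8.4e-06). All 13 lay above 0 at both time points, but Gbp5 fell below 0 at both and Gbp7 at 3 dpi after scaling to the array median. At 1 dpi 10 of them were called higher, and 4 at 3 dpi, with 0 called lower and the same counts adjusted over the list alone. Gbp2 is measured by 1 probe at chromosome 3, 142300719 to 142300778 of mm9, with the sequence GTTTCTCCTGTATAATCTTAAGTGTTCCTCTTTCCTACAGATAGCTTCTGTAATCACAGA, which the array annotation assigns to the Gbp2 transcript. Its log2 signal relative to the array's 75th percentile was 0.68 ± 0.11 (SD, n = 3 arrays) in Ctrl, 3.49 ± 0.05 at 1 dpi and 1.62 ± 0.05 at 3 dpi. The log2 fold change was 2.81 at 1 dpi (SE 0.07, adjusted p = 3.6e-07 from limma) and 0.94 at 3 dpi (SE 0.07, adjusted p = 5.2e-05), which is under the 2-fold minimum. With each array left out in turn it stayed between 2.77 and 2.88 at 1 dpi and between 0.90 and 1.00 at 3 dpi. Every irradiated array was above every Ctrl array (exact two-sided permutation test, p = 0.10 at both time points, the smallest that 3 arrays against 3 allow). Gbp2 fell between 1 and 3 dpi, with a log2 fold change of -1.87 (SE 0.07, adjusted p = 7.9e-06 from limma). Among the 13 genes Gbp2 had the second largest fold change at 1 dpi, next to Mx1 at 2.96 (SE 0.10, adjusted p = 9.9e-07). The difference between both genes was not tested, and over 20 settings Mx1 ranked above Gbp2 in 19 and Gbp2 above Mx1 in 1. Several of these settings leave both fold changes at 1 dpi as they were, so the count is not one of separate checks. Gbp6 followed at 2.52 (SE 0.10), Irga6 (listed as Iigp1) at 2.23 (SE 0.07), Mx2 at 2.19 (SE 0.07, with its other probe at 0.54) and Gbp4 at 1.67 (SE 0.06). The other genes lay between 0.20 for Gbp5 (adjusted p = 0.10, with its other probe at 1.91) and 1.42 for Gvin1. At 3 dpi Gbp2 ranked 6 of 13, behind Irga6 at 2.28 (other probe 0.60), Gbp6 at 2.17, Mx1 at 1.77, Mx2 at 1.03 (other probe 0.03) and Gbp4 at 1.00, and it ranked between 4 and 6 over the 20 settings. On the linear scale the mean Ctrl signal of Gbp2 was 1768 ± 138 (SD, n = 3 arrays). Probes differ in how strongly they bind, so the Ctrl level of one gene was not set against that of another.

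**Figure D2:**
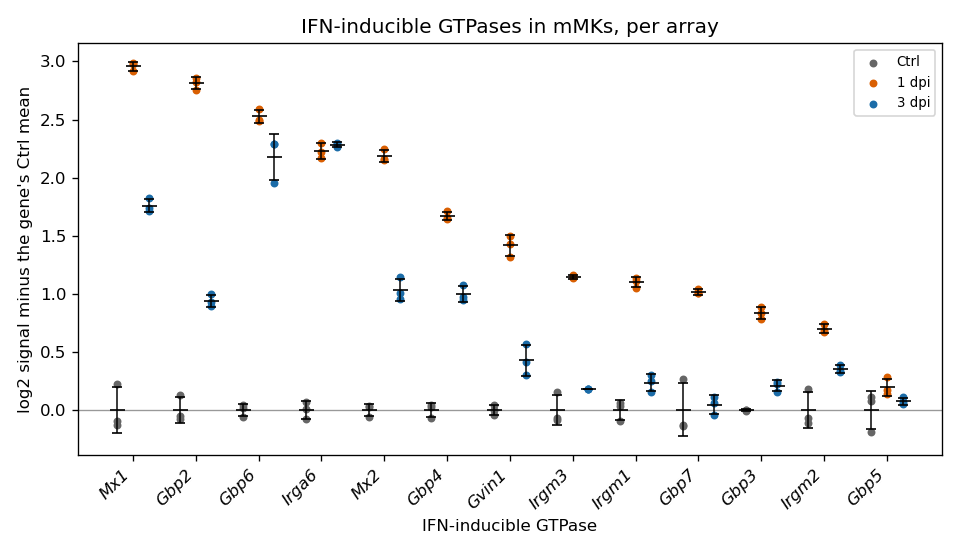
Log2 signal of 13 IFN-inducible GTPases on each array, minus the mean of the gene's 3 Ctrl arrays, for Ctrl (grey), 1 dpi (orange) and 3 dpi (blue), with black lines for the mean and SD of 3 arrays. Genes are ordered by their mean at 1 dpi, where Mx1 is at 2.96 and Gbp2 at 2.81, and Gbp2 is at 0.94 at 3 dpi.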

In vitro, Meg-01 cells also exhibited remarkably upregulated GBP2 expression post IR (Additional file 1: Fig. S7a, b). However, GBP2 knockdown significantly blunted the FSC-area increase and thrombin-induced CD62P upregulation of PLPs induced by IR (Fig. 6l) and IFN-β (Additional file 1: Fig. S7c, d). Thus, IFN-inducible GBP2 mediates the generation of large and hyperreactive platelets post IR.

### Autophagy restrains minority MOMP in mMKs post IR

The self-limitation of minority MOMP indicates that mitochondrial fitness recovers quickly in surviving mMKs post IR. In mammal cells, damaged mitochondria are cleared primarily through autophagy, which is often induced by cytotoxic stimuli [31]. Using GFP-LC3 reporter mice and Meg-01 cells stably expressing GFP-mCherry-LC3, we found that autophagy was immediately invoked in mMKs post IR both in vivo (Fig. 7a) and in vitro (Fig. 7b), accompanied by dramatic LC3 lipidation (Fig. 7c, Additional file 1: Fig. S8a). Confocal immunofluorescence microscopy revealed that autophagic clearance of mitochondria was strikingly enhanced in mMKs post IR both in vivo (Fig. 7d) and in vitro (Additional file 1: Fig. S8b). Subsequently, IR mice were treated with HCQ, a potent in vivo autophagy blocker. Surprisingly, HCQ not only delayed the recovery of mitochondrial fitness (Fig. 7e) but also exacerbated the accumulation of cytosolic mtDNA (Fig. 7f) as well as the activation of cGAS/STING (Fig. 7g, h) and IFN-β response (Fig. 7i–k) in mMKs post IR. Consequently, HCQ treatment further increased the MPV (Fig. 7l) and thrombin-induced CD62P upregulation on platelets (Fig. 7m) from 9 dpi. Similar results were confirmed in vitro using Meg-01 cells with CQ treatment (Additional file 1: Fig. S8c–g). Overall, these data demonstrate that autophagy restrains minority MOMP in mMKs post IR.

**Fig. 7:**
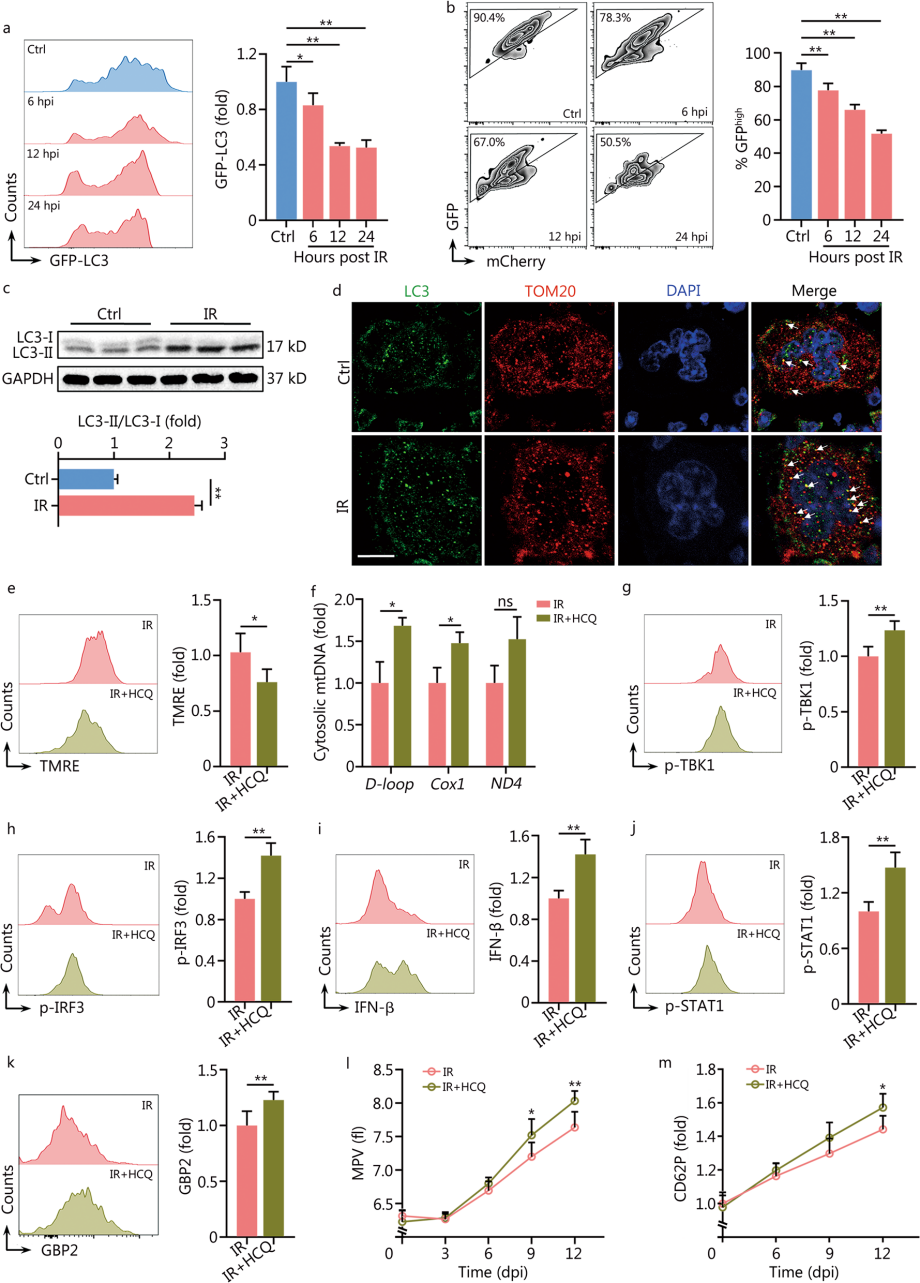
Autophagy restrains minority MOMP in mMKs post IR. **a** Flow cytometric analysis and quantification of GFP-LC3 expression in BM mMKs of GFP-LC3 mice at indicated hours post IR (hpi) (*n* = 4). **b** Flow cytometric analysis and quantification of GFP-mCherry-LC3 expression in Meg-01 cells at indicated hpi (*n* = 5). **c** Western blotting analysis and quantification of LC3 lipidation in BM mMKs of mice at 1 dpi (*n* = 3). **d** Autophagic clearance of mitochondria in BM mMKs of mice at 1 dpi was assessed by immunofluorescence staining with antibodies specific for LC3 and TOM20. Scale bar = 20 μm. **e** Flow cytometric analysis and quantification of MMP in BM mMKs of mice with or without HCQ treatment at 1 dpi (*n* = 5). **f** Relative mtDNA amounts in cytosols of BM mMKs of mice with or without HCQ treatment at 1 dpi were assessed by qPCR (*n* = 3). **g, h** Flow cytometric analysis and quantification of p-TBK1 and p-IRF3 expression in BM mMKs of mice with or without HCQ treatment at 1 dpi (*n* = 5). **i, j** Flow cytometric analysis and quantification of IFN-β and p-STAT1 expression in BM mMKs of mice with or without HCQ treatment at 1 dpi (*n* = 5). **k** Flow cytometric analysis and quantification of GBP2 expression in BM mMKs of mice with or without HCQ treatment at 3 dpi (*n* = 5). **l** MPV in peripheral blood of mice with or without HCQ treatment at indicated dpi (*n* = 6). **m** CD62P expression in response to thrombin on washed platelets from mice with or without HCQ treatment at indicated dpi (*n* = 5). Data represent mean ± standard deviation. ^*^P < 0.05, ^**^P < 0.01, compared to Ctrl or IR as indicated. Two-tailed unpaired student’s *t*-test unless stated otherwise. One-way analysis of variance (**a**, **b**). ns non-significance, MOMP mitochondrial outer membrane permeabilization, mMK mature megakaryocyte, Ctrl control, IR ionizing radiation, BM bone marrow, hpi hour post IR, dpi day post IR, GFP green fluorescent protein, LC3 microtubule-associated protein 1 light chain 3, LC3-I non-lipidized LC3, LC3-II lipidized LC3, TOM20 translocase of outer mitochondrial membrane 20, MMP mitochondrial membrane potential, HCQ hydroxychloroquine, mtDNA mitochondrial DNA, TBK1 TANK-binding kinase 1, IRF3 interferon regulatory factor 3, IFN-β interferon-β, STAT1 signal transducer and activator of transcription 1, GBP2 guanylate-binding protein 2, MPV mean platelet volume, Cox1 cytochrome c oxidase subunit 1, ND1 NADH dehydrogenase subunit 1, TMRE tetramethylrhodamine ethyl ester, DAPI 4’,6-diamidino-2-phenylindole, GAPDH glyceraldehyde-3-phosphate dehydrogenase

## Discussion

Although thrombopoiesis has been extensively studied, there remain significant knowledge gaps regarding how thrombopoiesis copes with the detrimental effects of thrombocytopenia, particularly the hemorrhagic tendency. Consequently, there are currently no available targeted therapies other than supportive care for thrombocytopenia. In this study, using a mouse model of radiation injury-induced thrombocytopenia, we reveal that mMKs are resistant to IR-induced apoptosis. In the face of IR, mMKs undergo minority MOMP, which stimulates the activation of the cGAS-STING pathway by releasing mtDNA. The subsequent IFN-β response then triggers the production of large and hyperreactive platelets by activating GBP2 (Fig. 8). Thus, our study uncovers a hitherto unrecognized property of mMKs, which fine-tunes the balance between platelet quantity and quality upon cytotoxicity.

**Fig. 8:**
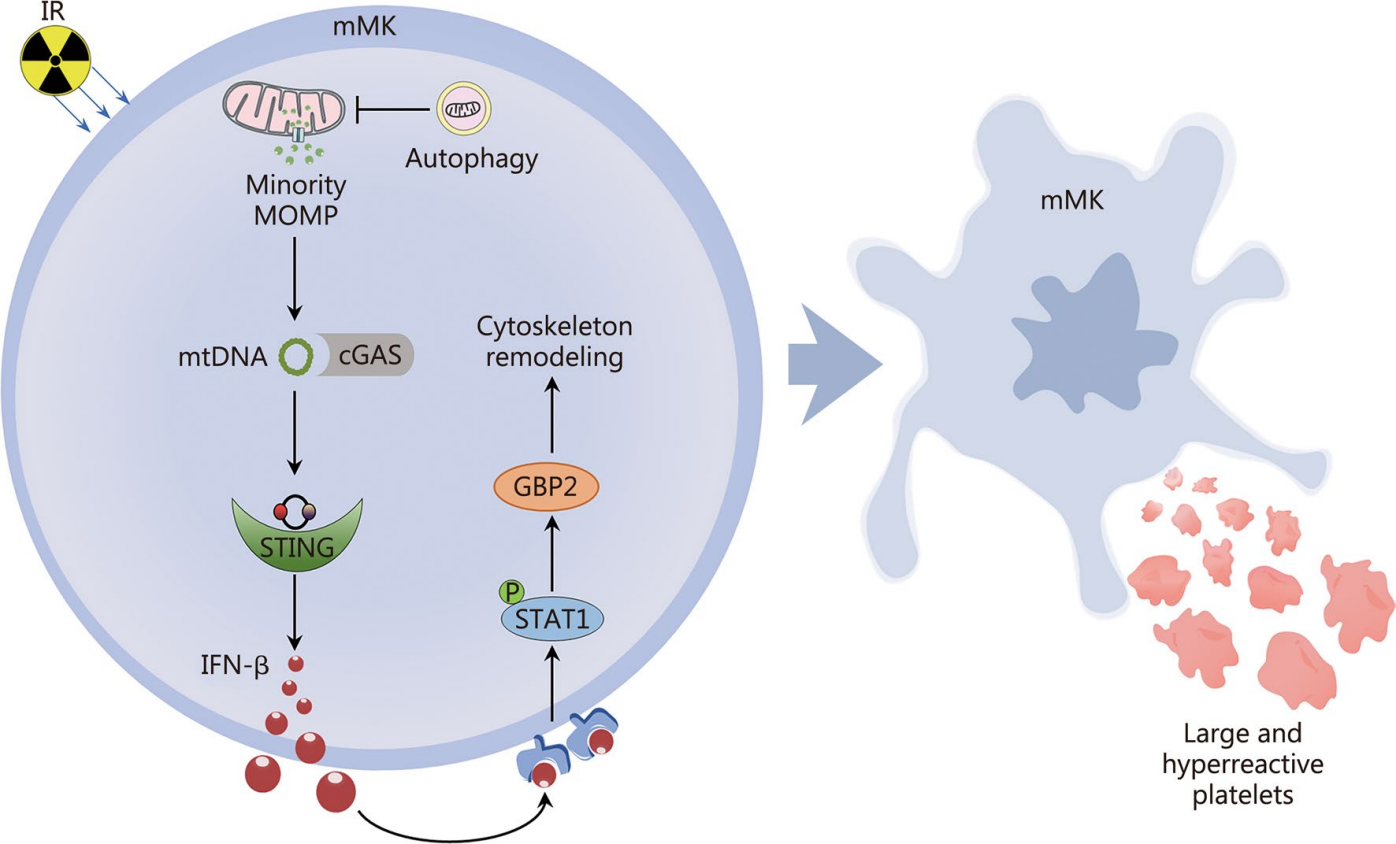
The mechanism of large and hyperreactive platelet production by megakaryocytes in response to radiation injury. IR ionizing radiation, mMK mature megakaryocyte, MOMP mitochondrial outer membrane permeabilization, mtDNA mitochondrial DNA, cGAS cyclic GMP-AMP synthase, STING stimulator of interferon genes, IFN-β interferon-β, STAT1 signal transducer and activator of transcription 1, GBP2 guanylate-binding protein 2

Upon exposure to cytotoxic stimuli, although platelet numbers usually sharply decline, a certain number of platelets remain, while their origins are nearly undefined. Here, we show that the responses to IR are heterogeneous within the bone marrow compartment, with most hematopoietic cells including MkPs being extremely sensitive whereas mMKs being almost absolutely resistant to IR-induced apoptosis. As a result, mMKs survive IR and constitute a large portion of BMCs post IR. Meanwhile, the surviving mMKs undergo active platelet production and maintain the nadir platelet levels. All these observations are consistent with studies decades ago, in which MKs are found to be resistant to even lethal IR and to be functional in rodents for at least 7–10 d after IR [32, 33]. Mechanistically, the radiosensitivity is determined by the dynamic reprogramming of the Bcl-xL-BAX/BAK axis during MK development, with enhancement of apoptotic threshold in mMKs mediated by Bcl-xL upregulation and BAX/BAK downregulation, which could be partially explained by the TPO signaling [34].

Relative to the pathogenesis of thrombocytopenia, the functions of residual platelets during thrombocytopenia progress always get less attention. Thrombosis and hemorrhage usually co-exist in military personnel and civilians who have encountered chemical, biological, radioactive, and nuclear events [1, 2], while the underlying mechanism remains elusive. We in this study uncover that the surviving mMKs produce large and hyperreactive platelets post IR. This may serve as a first-aid strategy to compensate for the weakened hemostasis upon cytotoxicity. As known, platelet activation especially disseminated intravascular coagulation rapidly consumes circulating platelets, resulting in thrombocytopenia and bleeding tendency [9]. Based on our findings, it is conceivable that platelet hyperreactivity is implicated in the pathogenesis of thrombocytopenia and even hemorrhage, thus reconciling the contradiction as mentioned above.

Notably, although apoptosis fails, minority MOMP develops in the surviving mMKs. Subsequently, minority MOMP stimulates the cGAS-STING pathway in mMKs by releasing mtDNA into the cytosol and subsequently elicits IFN-β production and secretion. Molecularly, we show that an IFN-inducible GTPase GBP2 mediates the production of large and hyperreactive platelets by mMKs. Strikingly, we also find that the cGAS-STING pathway in mMKs is even more proficient in IFN-β production, overwhelming that in DCs and macrophages in the context of IR. Together with the recent reports that MKs possess immune characteristics [35–37] as well as the pivotal role of platelet activation in pathogen restriction and tissue injury repair [11], this study substantially extends our understanding of the cellular and molecular basis of innate immunity. On the other hand, we also reveal that mMKs have evolved self-protective strategies to restrain minority MOMP, such as autophagic removal of permeabilized mitochondria as we demonstrated in the present study, highlighting a tight regulation of megakaryocytic mitochondrial fitness and platelet homeostasis under physiopathological conditions.

Platelet size and granule cargo allocation are primarily determined by the cytoskeletal dynamics, which are mostly regulated by the GTPases [28, 29]. The regulatory roles of small GTPases in thrombopoiesis and platelet function have been extensively described by plenty of studies [29], while the actions of large GTPases in MK and platelet biology are scarcely defined. In this study, we identify that GBP2 as a large GTPase is preferentially upregulated in mMKs in response to IFN-β and that enhanced GBP2 activity promotes the production of large platelets, which allows the allocation of more granules from mMKs. Actually, although GBPs are well known to function as a major nexus of anti-infective immunity [38], their role in pathogen restriction is relatively weaker than other IFN-inducible GTPases [30]. Recently, increasing studies have spotlighted their roles in tumorigenesis, metastasis and bone turnover through remodeling cytoskeleton [38, 39]. Among GBPs, only GBP2 and GBP5 are prenylated to facilitate membrane localization, similar to small GTPases [30]. Besides, apart from STAT1, NF-κB and STAT3 which are downstream effectors of a variety of cytokines also transcriptionally upregulate GBP2 expression [38]. These lines of evidence infer a dominant role of GBP2 in dictating platelet size and reactivity in a wide range of physiopathological conditions.

IFN-I is closely associated with platelet hyperreactivity and thromboembolism in mammals [40–42]. Thrombocytopenia and thrombosis are also common in microbial infections [43], which are nearly inevitably associated with IFN-I response [27]. In addition, aging and aging-related diseases such as cardiovascular disease and metabolic disease, in which mitochondrial damage and cGAS/STING activation are implicated [19, 44], are always associated with platelet enlargement and hyperreactivity [17, 45, 46]. In the same line of evidence, diseases in which cGAS/STING is constitutively activated and/or IFN-β level is elevated, including autoimmune diseases such as systemic lupus erythematosus [41, 42], autoinflammatory diseases such as STING-associated vasculopathy with onset in infancy [47], are also associated with high MPV and/or thrombotic risk. Based on our findings, IFN-β response may play a pathogenetic role in these scenarios, while the therapeutic intervention of IFN-β response opens new opportunities to decrease thrombotic morbidity and mortality.

## Conclusions

Above all, this study substantially advances our understanding of the link of innate immunity with thrombopoiesis as well as with thrombosis and hemostasis. The findings represent an important paradigm for the understanding of thrombosis and hemostasis in physiopathological conditions associated with cytotoxicity, and have profound implications for the diagnosis and treatment of platelet disorders.

### Supplementary Information

**Additional file 1: Table S1** Antibodies used in Western blotting (WB), immunofluorescence, and flow cytometry. **Table S2** Primer sequences for mitochondrial DNA (mtDNA) and nuclear DNA (nDNA) analysis. **Table S3** siRNA sequences used for human RNA interference. **Table S4** Primer sequences for mRNA expression analysis. **Fig. S1** Number of bone marrow cells in mice at indicated dpi. **Fig. S2** Platelets are molecularly and functionally hyperreactive post IR. **Fig. S3** The inherently-high pro-survival threshold confers radioresistance onto mMKs. **Fig. S4** Minority MOMP is triggered in Meg-01 post IR. **Fig. S5** Minority MOMP stimulates cGAS/STING in Meg-01 post IR. **Fig. S6** IFN-β response is triggered in mMKs post IR. **Fig. S7** IFN-inducible gene GBP2 mediates production of large and hyperreactive platelets post IR. **Fig. S8** Autophagy restrains minority MOMP in Meg-01 post IR.

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files. The RNA-seq datasets analyzed during the current study are available in the NCBI Gene Expression Omnibus under accession Number GSE222512.

## Abbreviations

ACD: Acid-citrate dextrose
BMC: Bone marrow cell
cGAS: Cyclic GMP-AMP synthase
CQ: Chloroquine
Cyt-C: Cytochrome C
DC: Dendritic cell
dpi: Day post IR
EDTA: Ethylenediamine tetraacetic acid
FSC: Forward scatter
GBP2: Guanylate-binding protein 2
HCQ: Hydroxychloroquine
IFN-β: Interferon-β
IR: Ionizing radiation
IRF3: Interferon regulatory factor 3
MK: Megakaryocyte
MkP: MK progenitor
mMK: Mature MK
MMP: Mitochondrial membrane potential
MOMP: Mitochondrial outer membrane permeabilization
MPV: Mean platelet volume
mtDNA: Mitochondrial DNA
nDNA: Nuclear DNA
PBS: Phosphate‐buffered saline
PLP: Platelet-like particle
PMA: Platelet-monocyte aggregate
PMP: Platelet-derived microparticle
qPCR: Quantitative polymerase chain reaction
STAT1: Signal transducer and activator of transcription 1
STING: Stimulator of IFN genes
TBK1: TANK-binding kinase 1
TPO: Thrombopoietin

How the deposited data were processed for this re-analysis (not part of the article)

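Gene expression was measured in mMKs enriched from the bone marrow of control mice (Ctrl) and of mice at 1 and 3 dpi after 5 Gy of IR, with 3 arrays per group and 9 arrays in all. Each array was matched to its group and replicate number through the sample labels. The paper names the assay in 3 ways, as RNA-seq in the results, as a microarray in the legend of Fig. 6i and as an Affymetrix Mouse Gene 1.0 ST chip in the methods. The values used here come from Agilent 1-colour arrays of design 074809, so the labelling, scanning and software that the methods describe were not taken as those of these arrays.

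The authors deposited the spot intensity of each array as given by Agilent Feature Extraction 10.7.1.1, which finds the spots, subtracts the background and removes trends across the slide. These intensities were not scaled between arrays. The authors also deposited a table of log2 values, 1 per gene name and array, whose quartiles are nearly the same on all 9 arrays, as after quantile normalization. How this table was made is not stated in the paper's text. Of its 27275 gene names, 27068 occur on the array, and the values of 27050 could be tied to 1 probe within 0.1 on the log2 scale (the median of the largest difference was 0.0016). The table was used as an alternative only, where it gave 20060 genes. Of the deposited tables, 0 columns of values per sample were left unused.

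An array has 62976 spots, of which 3671 are controls and 59305 carry 56605 different probes. Control spots and spots marked as outliers were left out, which removed 20 probes, and spots of the same probe were averaged. No spot was saturated. Between 69.1% and 81.8% of spots were well above background. Probes were named through the RefSeq accession that the array files give, with the gene table of the assembly GRCm38.p6, which matched 32994 probes. The other 23611 probes kept the gene name of the array files, and 37325 genes are named in all. No coordinates were taken from that table, since the array files use mm9, and no reference genome was used here.

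The main values are log2 intensities minus the 75th percentile of each array. Probes well above background on all 3 arrays of at least 1 group were kept, and of several probes of a gene the one with the highest mean over the 9 arrays was used, which left 29410 genes. For several named genes whose probes disagreed, the range of the probes is given. A group in which a gene was well above background on 0 of 3 arrays gives only a bound. The bound sets the mean of the brighter group against the mean, per array of the dimmer group, of the lowest signal among probes well above background or the gene's own signal where that was higher. The level of one probe was not set against that of another.

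Groups were compared with limma 3.58.1 in R 4.3.3, in one model with a mean for each of the 3 groups and a shared estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change. An exact two-sided permutation test of 3 arrays against 3 cannot give a p under 0.10, which limits what single values can show. Files were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The scaling left the median log2 fold change of all genes away from 0, and changes of gene lists are therefore also given relative to that median. Fold changes of single genes are given as fitted. The calls were checked on simulated data, in which 200 of 29410 genes were changed by well over the 2-fold minimum. A list of 55 genes was also shifted by 0.5 on the log2 scale, and its median was 0.49 to 0.50. Noise was drawn independently for each gene, so the list tests were not checked for correlated genes. For 1 dpi against Ctrl 90.0% of the changed genes were recovered and 4 unchanged genes were called, for 3 dpi against Ctrl 94.0% and 3, and for 3 against 1 dpi 95.0% and 2.

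Gene lists were written from known members of each pathway, since the gene sets behind Fig. 2f, g and the sets of the Molecular Signatures Database were not used here. There were 8 lists for the statements of the paper (interferon response, cytosolic DNA sensing, apoptosis, p53 targets, adhesion and integrins, collagen and extracellular matrix, platelet activation, and IFN-inducible GTPases) and 10 lists of cell type and cell state markers (megakaryocyte identity, stromal, endothelial, macrophage, neutrophil, B cell, T and NK cell, erythroid, dendritic, and proliferation). Each list was tested with limma's camera at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over 24 tests for the 8 lists and over 30 tests for the 10 marker lists. The members of all lists, the tests of the 8 lists and the thresholds were fixed before the data were examined, while the test of the 10 marker lists was not.

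Named genes are the IFN-inducible GTPases, genes that the paper names, the 5 called genes with the largest rise and the 5 with the largest fall in each comparison whose groups do not overlap, and the 4 called genes with the largest change of each list. The largest rises and falls, and the largest changes of each list, were ranked only among genes well above background in both groups, a restriction added after a first ranking had been seen. A few transcripts in this ranking that the array files give only by an identifier are not named. Some genes that meet these rules are not reported here. Markers named singly were chosen after their values were seen.

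The alternatives tried were normexp background correction with an offset of 50 and quantile normalization, quantile normalization alone, scaling to the array median, the deposited log2 table, no filter on background, only genes well above background on all 9 arrays, the mean of a gene's probes, only the 2 groups compared, the replicate number as a block, the slide as a block, and leaving out each array in turn. For counts of genes, the threshold was also varied and the plain test that the paper's methods name was run. For the 8 lists, camera with an estimated correlation, fry, Fisher's exact test on the genes called higher, and cameraPR were run. CameraPR on the moderated statistics was not among the tests set in advance. It was the first test run on the lists and gave other calls than camera, which is the test that had been set and is reported.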

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

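Of the tests reported in this part, those of the 8 lists were set in advance, the tests of the marker lists, whose members had been set, were chosen only after the data were seen, and so were all tests of an explanation (cell types among the isolated cells, the share of megakaryocytes, haemoglobin genes).

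The first group of results concerns differences between the time points. Against the same Ctrl arrays, 5 of the 8 lists of the paper's statements differed between 3 and 1 dpi in a direct test of that difference (limma's camera, Benjamini-Hochberg adjusted over 24 tests). The interferon response genes were lower at 3 dpi, with a median log2 difference of -0.68 (-0.57 relative to all genes, adjusted p = 6.6e-18), and so were the p53 targets, at -0.64 (-0.53 relative, adjusted p = 1.9e-05, with 13 genes called lower and 0 higher), and the IFN-inducible GTPases, at -0.86 (-0.75 relative, adjusted p = 7.7e-06, with 3 genes called lower and 0 higher). Gbp2 itself differed by -1.87 (SE 0.07, adjusted p = 7.9e-06 from limma), and every array at 3 dpi was below every array at 1 dpi. The collagen and extracellular matrix genes were higher at 3 dpi, at 0.46 (adjusted p = 2.4e-05). The platelet activation genes had a median of 0.02, or 0.13 relative to all genes (adjusted p = 0.036), a call that was lost under several alternatives. With the correlation between genes estimated from the arrays, the adjusted p was 0.032 for the interferon response, 0.025 for the GTPases, 0.062 for the p53 targets, 0.22 for the collagen genes and 0.65 for the platelet activation genes. The interferon list changed by -0.57 relative to all genes from 1 to 3 dpi while the markers of stromal, endothelial and macrophage cells rose. Interferon-induced RNA from such cells and from mMKs cannot be told apart, since its amount per cell was not measured and need not be the same on both days. Time after IR is the biological explanation that the design names. It stays open and is tied to any change in the makeup of the isolated cells, which was not measured.

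The second group concerns markers of cell types that the paper does not discuss for these arrays. The 15 stromal markers rose by a median of 1.72 at 1 dpi (1.48 relative to all genes, adjusted p = 4.0e-05 over the 30 tests of the marker lists) and 3.50 at 3 dpi (3.39 relative, adjusted p = 2.0e-09), and were 1.21 higher at 3 than at 1 dpi (adjusted p = 4.8e-07). The 13 endothelial markers rose by 0.86 at 1 dpi (adjusted p = 9.3e-04) and 1.96 at 3 dpi (adjusted p = 5.8e-06), with a difference of 0.67 between both (adjusted p = 0.002). The 15 macrophage markers were at 0.39 at 1 dpi (adjusted p = 0.87), where their mean relative to all genes was -0.15 and camera's direction was down, and they rose by 1.80 at 3 dpi (adjusted p = 4.4e-12), with a difference of 1.25 (adjusted p = 5.7e-13). The 12 B-cell markers fell, with medians of -2.46 at 1 dpi (adjusted p = 3.4e-07) and -2.40 at 3 dpi (adjusted p = 3.3e-13), or -2.19 and -1.97 with genes below background at their bound. The 14 erythroid markers were at -1.68 at 1 dpi (adjusted p = 0.0097), or -1.47 with bounds, and -1.86 at 3 dpi (adjusted p = 8.8e-09). The 9 dendritic markers were at -0.84 at 1 dpi (adjusted p = 0.0097). Camera called 23 of the 30 marker tests, and only that of the B-cell list at 3 dpi held with the estimated correlation (adjusted p = 0.031). Except for 1 endothelial marker, all these markers were also well above background on all 3 Ctrl arrays. Of the stromal markers 6 are on another list, as are 2 macrophage markers, 1 endothelial and 1 dendritic marker.

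RNA from stromal cells among the isolated cells is a candidate explanation for the rise of the collagen list. It predicts a rise of stromal markers that are on no other list, and the 9 such markers had a median of 3.39 relative to all genes at 3 dpi, with 8 of them higher. Of these, Cxcl12, named after its value was seen, rose by 3.50. Col1a1, at 3.15 (its 4 probes between 0.47 and 3.43), and Col1a2, at 3.50, are members of the collagen list itself, so their rise says nothing on its source. Not all markers went with it. The brightest probes of Lepr, Pdgfra and Kitl were at 0.42, 0.41 and 0.33, although other probes of these genes reached 4.07, 4.74 and 3.31. A lower share of megakaryocytes that raises all other cell types alike is argued against by the B-cell markers. These fell to -2.51 relative to all genes at 3 dpi while stromal markers rose. Loss of radiosensitive B cells could lower them whatever the share of megakaryocytes. A lower share with unequal changes of the other cell types therefore stays open. The megakaryocyte identity list was at -0.20 at 1 dpi (-0.44 relative to all genes, adjusted p = 0.02) and -0.04 at 3 dpi (adjusted p = 0.82), and Pf4 was at 0.01 and Ppbp at 0.64 at 3 dpi. Expression of matrix genes by the mMKs themselves remains open, since the arrays do not resolve single cells.

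For the macrophage markers, all 15 were higher at 3 than at 1 dpi relative to all genes. C1qa, C1qb and C1qc, chosen after their values were seen, rose by 2.37, 2.51 and 2.39 at 3 dpi against Ctrl, with the other probe of C1qc at 0.42. This test runs on the genes of the pattern, so macrophages among the isolated cells and expression in mMKs cannot be told apart. For the B-cell markers, 11 of 12 were called lower at 3 dpi, with Cd79a at -2.22. Fewer B cells among the isolated cells and lower expression cannot be told apart either, for the same reason. Loss of radiosensitive B cells after IR is the biological explanation that the design allows, and it was not tested.

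For the erythroid markers, the members moved in both directions at 1 dpi. Hba-a1, Hbb-b1, Hbb-bt and Alas2, chosen after their values were seen, had a median of 0.65 relative to all genes at 1 dpi, with 1.09, 0.83, -0.16 and 0.47, whereas Ahsp fell by 7.62 on the log2 scale. Since these 4 genes are a choice from the list and others fell, fewer erythroid cells among the isolated cells and lower expression cannot be told apart. For the endothelial and dendritic markers no explanation was tested.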

How the results depend on the processing

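The tests on the cell type marker lists under each alternative were chosen only after the data were seen, as were some of the named genes, among them Pdgfra, Pf4 and Hbb-bt, and cameraPR on the moderated statistics, the first test run on the lists, had not been set in advance, while the other alternatives had.

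The counts of called genes were 4468 at 1 dpi, 2587 at 3 dpi and 2588 between 3 and 1 dpi. With normexp background correction and quantile normalization they were 1667, 1147 and 1088. With the adjusted p and no minimum fold change they were 16443, 9416 and 13125, since changes under 2-fold then count. With no filter on background, which raises the genes tested to 37316, the count between 3 and 1 dpi was 4489, of which 26.7% were higher at 3 dpi, where the main share is 45.2%. The other alternatives stayed within 1.5 times the main counts. The methods' t-test with a 2-fold change called 3360, 2207 and 2524 genes after Benjamini-Hochberg adjustment and 3946, 2550 and 2726 at an unadjusted p under 0.05. With each array left out in turn the counts ranged from 3599 to 5378, from 2363 to 2775 and from 2269 to 2881. The direction of calls depended on the scaling. At 1 dpi 81.1% of calls were higher (3623 higher, 845 lower), against 56.3% with quantile normalization (1943 and 1510), 48.8% with array median scaling (1993 and 2087), 50.3% with the deposited log2 values (1763 and 1741), 68.7% with normexp and quantile normalization (1146 and 521) and 62.3% with no minimum fold change. At 3 dpi 79.4% were higher, against 68.8% with the deposited log2 values and 52.7% with no minimum fold change. Of the calls between 3 and 1 dpi 45.2% were higher, against 62.9% with quantile normalization, 67.2% with array median scaling and 64.1% with the deposited log2 values. For what lies between these scalings the cause was not tested.

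Of the 29 results for counts, lists and Gbp2, a count was taken as the same if it stayed within 1.5 times the main count. The share of its genes that were higher did not enter this rule. Between 3 and 1 dpi that share went from 45.2% to 62.9% with quantile normalization. A list or Gbp2 was the same if it kept its direction and its side of the threshold. With only the 2 groups compared all 29 were the same, and with only genes well above background on all 9 arrays 28 were. Quantile normalization left 26 the same. Normexp and quantile normalization left 23 the same, and the 3 counts were among those that changed. The lists that changed are given here by their median log2 fold change. Array median scaling shifts all genes of a comparison alike and leaves the medians relative to all genes as they were, so changes of sign under it come from that shift, and for the other settings the cause was not tested. The cytosolic DNA-sensing list at 1 dpi passed with normexp and quantile normalization (0.20), quantile normalization (0.20), the deposited log2 values (0.18), fry (0.18) and cameraPR (0.18), and over its 23 alternatives the adjusted p ranged from 2.2e-05 to 0.77. At 3 dpi it passed with normexp and quantile normalization (0.09), quantile normalization (0.09), no filter on background (0.09), genes well above background on all 9 arrays (0.10), the slide as a block (0.11), fry (0.10) and cameraPR (0.10), with adjusted p from 1.4e-04 to 0.65. As lower between 3 and 1 dpi it passed with the deposited log2 values (-0.15) and fry (-0.09). The apoptosis list at 1 dpi reversed to lower with array median scaling (-0.22) and passed with fry (0.09) and cameraPR (0.09). At 3 dpi it lost its call with array median scaling (-0.01), the mean of the gene's probes (0.10), the estimated correlation (0.11) and Fisher's exact test (odds ratio 1.33). Its direction between 3 and 1 dpi, not past the threshold in any setting, reversed with the deposited log2 values (-0.11), the mean of the gene's probes (-0.09), fry (-0.02), cameraPR (-0.02) and Fisher's exact test (odds ratio 0.911).

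The adhesion and integrin list lost its call at 1 dpi with array median scaling (0.06) and with the estimated correlation (0.37), and at 3 dpi with the estimated correlation (0.37). For 3 against 1 dpi it passed with array median scaling (0.25), no filter on background (0.04), fry (0.06), cameraPR (0.06) and Fisher's exact test (odds ratio 3.35). The platelet activation list at 1 dpi passed as lower with array median scaling (-0.31) and turned to higher, without passing, with fry (0.00), and at 3 dpi it passed with fry (0.03). Its call between 3 and 1 dpi was lost with normexp and quantile normalization (0.12), quantile normalization (0.14), the deposited log2 values (0.07), the mean of the gene's probes (-0.03), the estimated correlation (0.02) and Fisher's exact test (odds ratio 1.94). The estimated correlation also removed the calls of the interferon response list at 3 dpi (0.43), the p53 targets between 3 and 1 dpi (-0.64) and the collagen list at 1 dpi (1.61) and between 3 and 1 dpi (0.46). Fisher's exact test gave an odds ratio of 2.32 without passing for the interferon response list at 3 dpi. It counts genes called higher, so the odds ratio was 0 for the interferon response, p53 and GTPase lists between 3 and 1 dpi, which fell. CameraPR gave the same call and direction as camera in 19 of 24 tests.

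The labels do not say whether the replicate numbers mark a shared animal or batch, and arrays with the same number did not deviate together (correlations of deviations from -0.11 to 0.13). The replicate block changed none of the 29 results. Each group holds each replicate number, so this block cannot move a fold change, and Gbp2 stayed at 2.81 at 1 dpi for that reason. The slide block sets Ctrl replicate 1, alone on its slide, aside and gives the fold changes found without it, and it changed 1 of the 29 results, the DNA-sensing list at 3 dpi. With each array left out in turn, calls changed in 4 of the list results. The DNA-sensing list at 3 dpi ranged from 0.06 to 0.14 and passed without Ctrl replicate 1, 3 dpi replicate 2 or 3 dpi replicate 3. The apoptosis list at 3 dpi ranged from 0.11 to 0.15 and lost its call without Ctrl replicate 2 or 3. The platelet activation list at 3 dpi ranged from 0.00 to 0.05 and passed without Ctrl replicate 1, and between 3 and 1 dpi it ranged from 0.00 to 0.04 and lost its call without 1 dpi replicate 3 or 3 dpi replicate 1.

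For the 10 marker lists, 412 of 437 values were the same in direction and call, 9 lost and 2 gained a call, and 14 reversed. This tally leaves out camera with the estimated correlation, under which only 1 of the 23 marker calls held. The megakaryocyte identity list at 3 dpi reversed with the deposited log2 values (-0.01), genes well above background on all 9 arrays (-0.04) and the slide block (0.01), and ranged from -0.07 to 0.01 with arrays left out. The macrophage list at 1 dpi reversed in its test with normexp and quantile normalization (0.22), quantile normalization (0.23), the deposited log2 values (0.23), the mean of the gene's probes (0.39) and the slide block (0.48), and ranged from 0.30 to 0.48 with arrays left out. The neutrophil list at 1 dpi reversed with normexp and quantile normalization (-0.07), quantile normalization (-0.07) and the deposited log2 values (-0.16), and the proliferation list at 3 dpi with array median scaling (-0.05).

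For the 105 named genes, 2700 of 2936 values were the same, 118 lost and 61 gained a call, and 57 reversed. Under normexp and quantile normalization, Cycs (-0.14), Mcl1 (-0.06) and Tomm20 (-0.10) reversed at 1 dpi, as did Hbb-bt (-0.21), and Pf4 (-0.08) at 3 dpi. Under quantile normalization, Cycs (-0.13), Mcl1 (-0.06), Tomm20 (-0.08) and Hbb-bt (-0.23) reversed at 1 dpi and Pf4 (-0.08) at 3 dpi. Under array median scaling, Cycs (-0.13), Mcl1 (-0.07), Tomm20 (-0.21), Hbb-bt (-0.23), Gbp5 (-0.12), Itgb1 (-0.03) and Sting1 (-0.13) reversed at 1 dpi, and Gbp5 (-0.05), Gbp7 (-0.08), Tbk1 (-0.12) and Pf4 (-0.12) at 3 dpi. With the deposited log2 values, Cd80 (2.61), Cgas (0.59), Cycs (-0.13), Itgam (0.34), Itgb1 (-0.59), Mcl1 (-0.15), Tomm20 (-0.05) and Hbb-bt (-0.23) reversed at 1 dpi, and Cd80 (1.49), Cgas (0.07), Itgb1 (-1.07), Itgb3 (-0.37), Map1lc3b (-1.16) and Pf4 (-0.08) at 3 dpi. With the mean of the gene's probes, Cd80 (1.70), Cgas (0.25), Cycs (-0.04) and Itgam (0.12) reversed at 1 dpi, and Cd80 (1.16), Itgb1 (-0.04), Itgb3 (-0.11) and Map1lc3b (-0.25) at 3 dpi. With the slide block, Gp6 (0.03) reversed at 1 dpi, and Gbp5 (-0.02) and Pdgfra (-0.30) at 3 dpi. With arrays left out in turn, Gp6 ranged from -0.06 to 0.06 and Hbb-bt from -0.04 to 0.17 at 1 dpi. At 3 dpi Gbp5 ranged from -0.02 to 0.13, Gbp7 from -0.03 to 0.17, Itga2b from -0.07 to 0.02, Tbk1 from -0.08 to 0.13 and Pdgfra from -0.30 to 4.94. The reversals under array median scaling are the shift shared by all genes. The cause of the others was not tested, apart from the fact that the mean of the gene's probes takes in probes that differ from the brightest one. Signal over background limits the genes that are well above background on 0 of 3 arrays of a group, 378, 391 and 386 of the called genes, whose fold change is only a bound.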

Differences from the paper's values

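In this part cameraPR is the only test that had not been set in advance, and it was kept as an alternative only after its result was seen.

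Fig. 6i gives the basic expression of IFN-inducible GTPases in Ctrl mMKs on a linear scale, of which 11 bars could be read. For comparison, the log2 values of the Ctrl arrays were put back on the linear scale at the mean 75th percentile of the 9 arrays. The mean Ctrl signal of Irgm1 was 2973 ± 174 (SD, n = 3 arrays), where the paper's value is about 6000 in Fig. 6i, read by eye. That of Gbp5 was 858 ± 94.5 (SD, n = 3 arrays), where the paper's value is about 1300 in Fig. 6i, read by eye. Which probes Fig. 6i uses is not stated. Irgm1 has 4 probes on these arrays and Gbp5 has 2, so the values compared may not be of the same probe. The values used here are of the probe that was brightest over the 9 arrays. The mean of the gene's probes gave 643 for Irgm1 and 639 for Gbp5, further from the paper's values. This argues against a dimmer probe as the cause of the difference. The values of the other 9 genes were within 1.5 times the paper's. Among the alternatives set before the data were examined, Irgm1 differed under all that were run, which were normexp background correction with quantile normalization, quantile normalization, array median scaling, the deposited log2 values, no filter on background, only genes well above background on all 9 arrays, the mean of the gene's probes, and each Ctrl replicate left out. Gbp5 was within 1.5 times the paper's value with normexp background correction and quantile normalization, with array median scaling and without Ctrl replicate 1, and differed under the others. With the deposited log2 values 3 genes differed, and with the mean of the gene's probes 5 did.

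The paper states that GBP2, among the IFN-inducible GTPases, combined a fairly high basic expression with the main upregulation. Its evidence includes GBP2 protein at 3 dpi. Only the rise of the RNA was ranked here, since the basic levels of different probes were not compared. At 1 dpi Gbp2, at 2.81, ranked 2 of 13 behind Mx1, at 2.96, and it ranked 1 in 1 of 20 settings, with normexp background correction and quantile normalization (2.76, against 2.75 for Mx1). In the other 19 settings Mx1 ranked first, although several of these leave both fold changes as they were. At 3 dpi Gbp2 ranked 6, at 0.94, and between 4 and 6 over the 20 settings.

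The paper states that gene sets of platelet activation and aggregation were upregulated in mMKs post IR. The platelet activation list used here did not pass camera's threshold at 1 dpi (median 0.00, adjusted p = 0.28) or at 3 dpi (median 0.03, adjusted p = 0.34). Fry, which tests movement from 0, called it higher at 3 dpi (adjusted p = 0.0014). At 1 dpi no setting called it higher, and with array median scaling it was called lower (median -0.31, adjusted p = 0.019). Leaving out Ctrl replicate 1 also called it at 3 dpi, and over the 23 alternatives the adjusted p ranged from 0.0014 to 0.99.

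The paper states that apoptosis signaling was activated at 1 dpi. The apoptosis list had a median of 0.09 (adjusted p = 0.48 from camera), and was called higher under fry (adjusted p = 1.1e-04) and under cameraPR (adjusted p = 0.046), which was not set in advance. Over the 23 alternatives the adjusted p ranged from 1.1e-04 to 0.88.

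The paper states, from pathway enrichment, that cytosolic DNA sensing was activated at 1 dpi, and its protein data on TBK1 and IRF3 are not covered here. Its gene sets were not used. Fisher's exact test on the genes called higher did not pass for the DNA-sensing list (odds ratio 1.98, adjusted p = 0.11). The list had a median of 0.18 (adjusted p = 0.17 from camera). It was called higher with normexp background correction and quantile normalization (adjusted p = 0.0062), quantile normalization (adjusted p = 0.0078), the deposited log2 values (adjusted p = 0.024) and fry (adjusted p = 2.2e-05), and under cameraPR (adjusted p = 5.3e-05), which was not set in advance. Over the 23 alternatives the adjusted p ranged from 2.2e-05 to 0.77.

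The paper states that the signature was gradually enhanced from 1 to 3 dpi. For the collagen and extracellular matrix list the difference of 3 against 1 dpi goes in the paper's direction (median 0.46, adjusted p = 2.4e-05, with 16 genes called higher and 3 lower), with an adjusted p from 1.1e-08 to 0.22 over the 23 alternatives. So does that of the platelet activation list (median 0.02, adjusted p = 0.036), with an adjusted p from 0.0035 to 0.76. For the adhesion and integrin list the difference of 3 against 1 dpi had a median of 0.06 and did not pass (adjusted p = 0.099). It passed with array median scaling (0.25, adjusted p = 0.029), with no filter on background (0.04, adjusted p = 0.021), under fry (adjusted p = 0.0018), under Fisher's exact test (odds ratio 3.35, adjusted p = 0.012), and under cameraPR (adjusted p = 0.044), which was not set in advance. Over the 23 alternatives the adjusted p ranged from 0.0018 to 0.76.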

Other observations

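Of the tests in this part, the comparison of Ctrl replicate 1 by brightness and the counts of other splits were set before the values were seen, and the tests on scaling, on p53 targets, on interferon-induced members and on the slide were chosen only after the results they bear on were seen, and the tests of the marker lists after the data were seen.

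Some genes that the paper studies as protein or in other cells were measured on the arrays of mMKs. Values are log2 fold changes against Ctrl with limma's adjusted p. Ifnar1 was at 0.62 at 1 dpi (adjusted p = 2.5e-04, its 4 probes between -0.04 and 0.64) and 0.41 at 3 dpi (adjusted p = 0.0029, probes between -0.24 and 0.41). Bcl2l1, which encodes Bcl-xL, was at 0.76 (SE 0.06, adjusted p = 6.0e-05) and 0.63 (adjusted p = 1.9e-04), and Mcl1 at 0.24 and 0.22, a rise at 1 dpi that does not exceed the median of all genes and reverses under 4 of the alternatives. Bak1 was at -0.05 and 0.41 and Cycs at 0.19 and 0.29. For genes of adhesion and activation, Selp was at 0.32 (SE 0.07, adjusted p = 0.0071) and 0.33 (adjusted p = 0.0091), Gp6 at -0.01 and 0.95 (SE 0.08, adjusted p = 6.6e-05), and Itga6 at -0.31 and -0.60 (SE 0.12, adjusted p = 0.0064), with the 5 probes of Itga6 between -0.97 and 0.07 at 3 dpi. Itga2b was at 0.69 and -0.03, Itgb3 at -0.17 and 0.14, Gp5 at -0.54 and -0.28 and Itgb1 at 0.29 and 0.32, with the probes of Itgb1 between -0.87 and 0.41 at 3 dpi. Gapdh, often used as a control gene, was at 0.87 at 1 dpi (SE 0.07, adjusted p = 5.3e-05) with its 7 probes between 0.15 and 0.87, and at 0.15 at 3 dpi. At 3 dpi Cgas was at -0.24 (adjusted p = 0.038, other probe 0.07), Sting1 at 0.19, Tbk1 at 0.01 and Irf3 at -0.27. The probes of Cd80 disagreed (-0.68 to 2.69 at 1 dpi), and Itgam, Map1lc3b and Tomm20 were at -0.16 (other probe 0.40), 0.36 and 0.11 at 1 dpi.

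The marker lists not treated among the results for a closer look gave the following medians. Neutrophil markers were at 0.52 at 1 dpi (adjusted p = 0.01), 0.02 at 3 dpi (adjusted p = 0.68, with camera's direction and the mean below 0) and -0.53 between both (adjusted p = 2.2e-04). T and NK cell markers were at 0.56 (adjusted p = 0.036), 0.59 (adjusted p = 1.4e-04) and 0.55 (adjusted p = 0.047). Proliferation markers were at -0.22 (adjusted p = 6.9e-04), 0.08 (adjusted p = 0.41) and 0.39 (adjusted p = 1.8e-05). Dendritic markers were at -0.31 at 3 dpi (adjusted p = 0.028) and 0.42 between both (adjusted p = 0.32), and megakaryocyte identity markers at 0.25 between both (adjusted p = 0.0097), with 13 of these 20 markers on another list. B-cell markers were at -0.10 between both (adjusted p = 0.91, with camera's direction up), and erythroid markers at 0.45 (adjusted p = 0.68), or 0.16 with bounds. The p53 and apoptosis lists overlap, and at 3 against 1 dpi the apoptosis list had a median of -0.02, or 0.09 relative to all genes, with 2 genes called higher and 3 lower (adjusted p = 0.48, with camera's direction up).

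More genes were called higher than lower at both time points. At 1 dpi the scaling of the arrays may account for much of this imbalance, since the share of calls that were higher was 56.3% with quantile normalization, although it was 68.7% when normexp background correction came first. The share at 3 dpi was 71.5% with quantile normalization, which argues against the scaling as the whole cause there. A change in the total RNA per cell, which no scaling of these arrays can show, stays open.

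Of the 9 genes of the apoptosis list that were called higher at 1 dpi 5 are on the p53 list, the other 4 being Bcl2a1d, Bok, Gadd45b and Tnf. The 47 members that are not on it had a median of -0.17 relative to all genes, against -0.15 for the whole list, so this median does not decide whether p53 targets account for the called genes, and p53 targets and other regulation cannot be told apart. For the cytosolic DNA-sensing list, interferon-induced members were considered in the same way. Of the 10 genes called higher 3 are on the interferon list, and the 42 members not on it had a median of -0.14 relative to all genes. The other 7 (Ccl4, Ifi204, Ifnb1, Ikbke, Il1b, Il6 and Trex1) include genes that interferon can induce but that the list does not hold, so induction by interferon and activation of DNA sensing cannot be told apart for this list. These genes were named after their values were seen.

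Ctrl replicate 1 lay apart from the other Ctrl arrays, with a root mean square log2 difference of 0.75 from each, where Ctrl replicates 2 and 3 differed by 0.24, the 1 dpi arrays by 0.34 to 0.36 and the 3 dpi arrays by 0.23 to 0.32. Signal near background as the whole cause is argued against by the brightest 25% of genes, in which the smallest difference of Ctrl replicate 1 was 0.29 and the largest between irradiated replicates was 0.18. A separate slide and scan stay open. That slide holds 1 array, so the slide and the sample cannot be told apart.

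Chance cannot be excluded by regrouping the arrays for any of the list or count results, since 3 arrays against 3 make 10 splits and the share is never under 0.1. For the counts of called genes, the real split gave 1 of 10 as large in each comparison, and the other splits called at most 0 genes. At 1 dpi, the number of splits of 10 with a set test p as small was 1 for the interferon response, p53, collagen and GTPase lists, 4 for adhesion, 6 for DNA sensing, 8 for apoptosis and 10 for platelet activation. At 3 dpi it was 1 for the p53, collagen and GTPase lists, 2 for adhesion, 3 for the interferon response, 4 for apoptosis, 5 for DNA sensing and 10 for platelet activation. For 3 against 1 dpi it was 1 for the interferon response, p53 and GTPase lists, 3 for collagen, 4 for DNA sensing and platelet activation, 5 for adhesion and 7 for apoptosis.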
